# Ribosomal protein L23 negatively regulates cellular apoptosis via the RPL23/Miz-1/c-Myc circuit in higher-risk myelodysplastic syndrome

**DOI:** 10.1038/s41598-017-02403-x

**Published:** 2017-05-24

**Authors:** Yuekun Qi, Xiao Li, Chunkang Chang, Feng Xu, Qi He, Youshan Zhao, Lingyun Wu

## Abstract

Ribosomal protein (RP) L23 is a negative regulator of cellular apoptosis, and RPL23 overexpression is associated with abnormal apoptotic resistance in CD34+ cells derived from patients with higher-risk myelodysplastic syndrome (MDS). However, the mechanism underlying RPL23-induced apoptotic resistance in higher-risk MDS patients is poorly understood. In this study, we showed that reduced RPL23 expression led to suppressed cellular viability, increased apoptosis and G1-S cell cycle arrest. Gene microarray analysis comparing RPL23-knockdown and control cells identified an array of differentially expressed genes, of which, Miz-1, was upregulated with transactivation of the cell cycle inhibitors p15^Ink4b^ and p21^Cip1^, and Miz-1’s functional repressor, c-Myc, was downregulated. Cells derived from higher-risk MDS patients demonstrated consistently increased expression of RPL23 and c-Myc and decreased Miz-1 expression compared with cells from lower-risk patients. In conclusion, Miz-1-dependent induction of p15^Ink4b^ and p21^Cip1^ was depressed with decreased Miz-1 and increased c-Myc expression under conditions of elevated RPL23 expression, leading to apoptotic resistance in higher-risk MDS patients. Because RPL23 is encoded by a target gene of c-Myc, the RPL23/Miz-1/c-Myc regulatory circuit provides a feedback loop that links efficient RPL23 expression with c-Myc’s function to suppress Miz-1-induced Cdk inhibitors and thereby leads to apoptotic resistance in higher-risk MDS patients.

## Introduction

Myelodysplastic syndrome (MDS) is a clonal haematopoietic stem cell disorder that is characterized by peripheral cytopenia, hypercellular bone marrow (BM), and increased mortality due to a substantial risk of progression to acute myeloid leukaemia (AML)^1^. Lower-risk (IPSS score ≤1.0) MDS patients primarily suffer from BM hypercellularity and peripheral cytopenia resulting from a significantly increased rate of apoptosis among BM haematopoietic cells. In contrast, BM haematopoietic cells in higher-risk (IPSS score >1.0) MDS patients demonstrate resistance to apoptosis, and some of these patients subsequently develop AML^2–4^. These opposing biological characteristics of BM haematopoietic cells lead to differences in disease progression and prognosis. However, the molecular pathogenesis underlying the apoptotic resistance observed in the BM haematopoietic cells of higher-risk MDS patients is poorly understood.

Ribosomal proteins (RPs), which are components of ribosomal subunits, are ubiquitous RNA-binding proteins that carry out multiple auxiliary extraribosomal functions and are moderately related to tumourigenesis^5–7^. Ribosomal protein L23 (RPL23) is a protein component of the 60S large ribosomal subunit. As previously reported, RPL23 acts as a negative regulator of apoptosis by suppressing Miz-1-induced transcriptional activation of the cell cycle inhibitors p15^Ink4b^ ^8^ and p21^Cip1^ ^9, 10^. Myc-associated zinc-finger protein (Miz-1) is a ubiquitous transcription factor that has been functionally characterized as a transcriptional inducer of p15^Ink4b^ and p21^Cip1^. However, in the presence of its repressor, c-Myc, the function of Miz-1 shifts from activation to transcriptional repression. c-Myc and Miz-1 form a co-repressor complex that silences Miz-1’s target genes, including the cell-cycle inhibitors p15^Ink4b^ and p21^Cip1^. Furthermore, Miz-1 quantitatively competes against and overcomes the inhibitory effects of c-Myc by competitively binding to promoters of its target genes^11, 12^.

A microarray analysis comprising 40,000 cDNA gene chip arrays conducted by Sridhar *et al*.^13^ identified 11 differentially expressed genes between CD34+ BM cells from tMDS (patients whose MDS transformed to AML) and sMDS (patients who remained stable). Overexpression of genes encoding five ribosomal proteins and other signalling pathways was observed in tMDS patients, and among these, RPL23 was overexpressed in tMDS patients compared with sMDS patients. Moreover, analyses of AML evolution and of the overexpressed genes in tMDS versus sMDS revealed that RPL23 overexpression was potentially involved in disease progression. A report from Li demonstrated significantly elevated RPL23 mRNA expression levels in higher-risk MDS patients, and these levels were inversely correlated with the percentage of apoptotic CD34+ cells, leading to disease progression and poor survival^14^.

This study further detected the RPL23 expression levels in MDS patients with different levels of risk and provided evidence supporting the anti-apoptotic effects of RPL23 in the BM cells of higher-risk MDS patients.

## Results

### RPL23 knockdown suppresses the viability of SKM-1 and K562 cells

We detected comparatively higher RPL23 mRNA expression in the SKM-1 [an acute myeloid leukaemia cell line established in the leukaemic phase during the progression from MDS to AML (MDS/AML)] and K562 [human chronic myelogenous leukaemia (CML) cell line] cell lines than in other leukaemic cell lines, e.g., HEL (human erythroleukaemia cell line), HL60 (human acute promyelocytic leukaemia cell line) and NB4 (human acute promyelocytic leukaemia cell line) (Supplementary Fig. S1a). Therefore, we selected the SKM-1 and K562 cell lines for subsequent biological function studies. To investigate the role of RPL23 in apoptotic-resistant, higher-risk MDS patients, the LV-RPL23-RNAi vector was designed and transfected into SKM-1 and K562 cells. The knockdown efficiency was verified by qRT-PCR (*p* < 0.001 for both cell lines; Supplementary Fig. S1b) and western blotting (*p* < 0.001 for SKM-1 and *p* = 0.005 for K562; Supplementary Fig. S1c and S1d) through comparison between the KD (vectors carrying LV-RPL23-RNAi-GFP) and NC (LV-RPL23-NC-GFP) groups. We measured the effects of RPL23-KD on cellular viability by performing CCK-8 assays (Fig. 1a and 1b). Twenty-four hours after efficient transfection, no changes were detected between the KD and NC groups (*p* > 0.05). However, the viability of SKM-1 cells decreased from 0.89 ± 0.02 to 0.69 ± 0.02 (*p* = 0.002) after 48 h, from 0.87 ± 0.02 to 0.57 ± 0.02 (*p* < 0.001) after 72 h, and from 0.82 ± 0.01 to 0.40 ± 0.02 (*p* < 0.001) after 96 h. Compared with the K562- NC group, the viability of K562-KD cells showed the following decreases: 48 h, 0.91 ± 0.01 vs. 0.82 ± 0.01 (*p* = 0.002); 72 h, 0.90 ± 0.01 vs. 0.81 ± 0.01 (*p* = 0.001); and 96 h, 0.89 ± 0.02 vs. 0.63 ± 0.01 (*p* < 0.001). Based on these results, the knockdown of RPL23 expression notably suppressed cellular viability in both cell lines.

**Figure 1:**
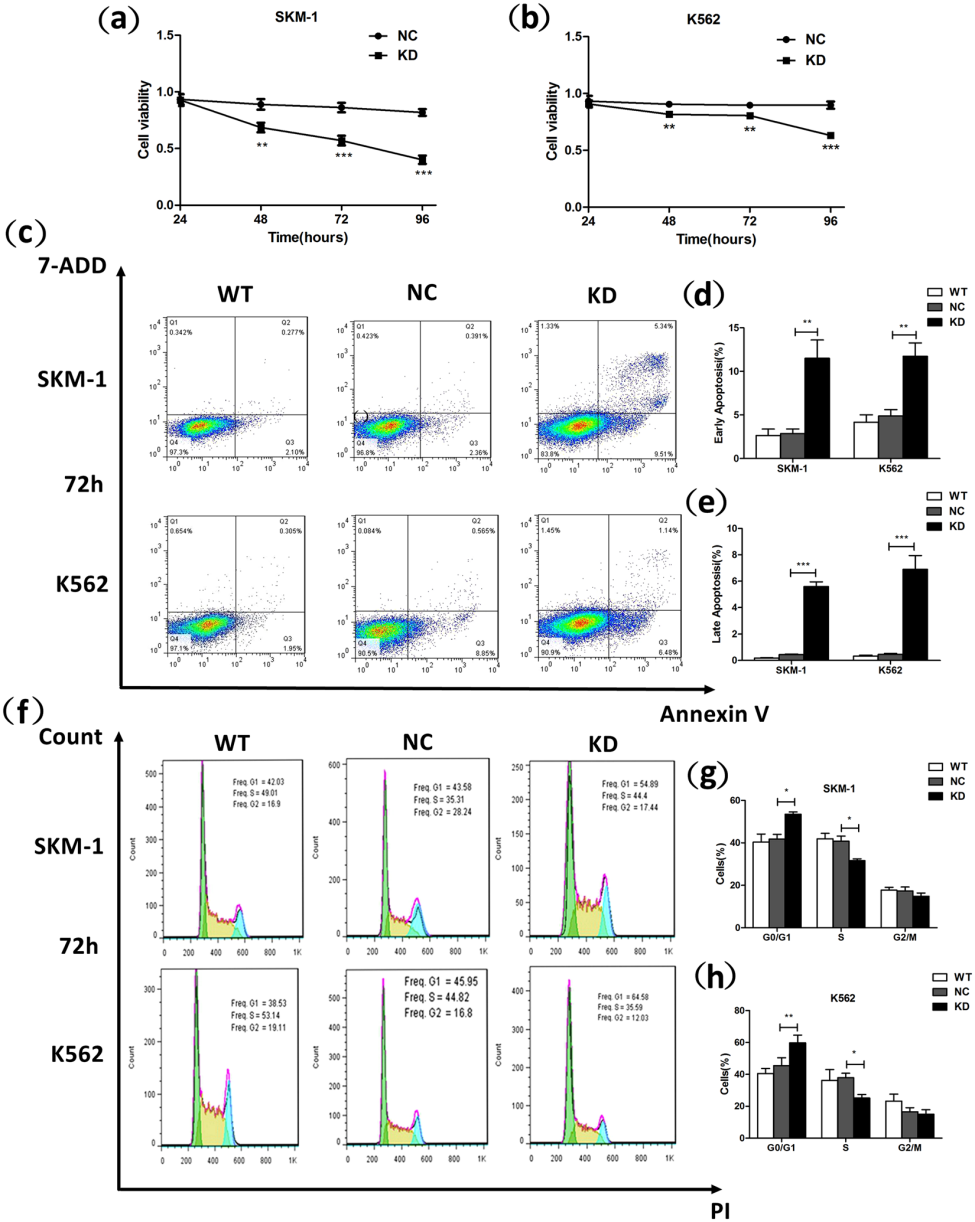
RPL23 knockdown blocks cell proliferation and induces apoptosis and cell cycle arrest. (**a**,**b**) The cell proliferation capacity of SKM-1/K562 cells was measured by a CCK-8 assay, and cellular viability was inhibited after RPL23 knockdown. (**c**) The representative flow graphic for apoptosis detection 72 h after efficient transfection of LV-RPL23-RNAi-GFP (KD group) and LV-RPL23-NC-GFP (NC group) in both SKM-1 and K562 cell lines is shown. The early-stage (**d**) and late-stage (**e**) apoptotic ratio increased after RPL23 knockdown. (**f**) The representative flow graphic for cell cycle detection 72 h after efficient transfection in both SKM-1 and K562 cell lines is shown. (**g**,**h**) The knockdown of RPL23 induced increases in the proportion of cells in the G0/G1 phase and a decreased proportion of cells in the S phase. Each assay was performed in triplicate. Unpaired Student’s t tests were used to calculate all *p* values shown in the figure. The data are expressed as the means ± S.E.M. WT: wild type; NC: RPL23-NC; KD: RPL23-KD. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### RPL23 knockdown increases apoptosis and induces cell cycle arrest of SKM1 and K562 cells

To investigate whether RPL23 knockdown interferes with cellular apoptosis, a flow cytometry analysis with Annexin V-APC/7-AAD double staining was performed. The results showed an increase in the number of early apoptotic cells of both cell lines compared with the NC group at different time points (SKM-1: 24 h, 4.75 ± 0.56% vs. 2.21 ± 0.44%, *p* = 0.037; 48 h, 7.06 ± 0.29% vs. 2.70 ± 0.47%, *p* = 0.016; K562: 24 h, 5.58 ± 0.36% vs. 3.81 ± 0.18%, *p* = 0.041; 48 h, 8.13 ± 0.43% vs. 4.66 ± 0.49%, *p* = 0.019). Seventy-two hours after efficient transfection, the early apoptotic ratio demonstrated substantial increases from 2.86 ± 0.31% to 11.50 ± 1.21% (*p* = 0.002) in SKM-1 cells and from 4.87 ± 0.42% to 11.74 ± 0.52% (*p* = 0.001) in K562 cells (Fig. 1c and 1d). Furthermore, the percentage of late-stage apoptotic cells was increased 72 h after transfection compared with the NC group (5.59 ± 0.36% vs. 0.44 ± 0.04% for SKM-1, *p* < 0.001; 6.90 ± 0.87% vs. 0.46 ± 0.08% for K562, *p* < 0.001; Fig. 1e). There was no difference in the apoptotic ratio between the NC group and the wild-type (WT) group. Pro-apoptotic induction due to RPL23 knockdown was evident based on a significant increase in a marker of apoptosis (cleaved caspase-3) in RPL23-KD SKM-1 cells, as detected by western blotting (Supplementary Fig. S1e, first panel). Cell cycle analysis revealed an increase in the proportion of cells in the G0/G1 phase 72 h after efficient transfection (SKM-1: 53.52 ± 1.86% vs. 40.39 ± 6.53%, *p* = 0.019; K562: 59.78 ± 4.85% vs. 45.52 ± 4.9%, *p* = 0.007) and a decreased proportion of cells in the S phase (SKM-1: 31.62 ± 1.48% vs. 40.84 ± 4.11%, *p* = 0.021; K562: 25.14 ± 2.25% vs. 37.93 ± 2.77%, *p* = 0.012), indicating cell cycle arrest at the G1-S checkpoint in both cell lines compared with NC cells (Fig. 1f–1h). No obvious difference in the cell cycle distribution was observed between the NC and WT cells.

### Global gene expression profiles

To obtain insights into the molecular changes in response to RPL23 knockdown, the global changes in gene expression were examined by performing a DNA microarray analysis of RPL23-KD and RPL23-NC SKM-1 cells. 

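RPL23, a protein of the large ribosomal subunit and the target of the knockdown, was lower in the KD cells. Its log2 value was 13.94 ± 0.022 (SD, n = 3 arrays) in NC cells and 12.82 ± 0.060 (SD, n = 3 arrays) in KD cells, a 2.18-fold fall (log2 fold change −1.12, standard error 0.056, adjusted p = 4.6e-06 from limma). The value came from the single probe set assigned to RPL23 alone, of a type (x_at) whose probes can also bind similar transcripts. The paper's qRT-PCR of RPL23-KD SKM-1 cells gives a much deeper fall of RPL23 than these arrays, and the cause of the gap was not tested. The reference transcripts ACTB and GAPDH differed between the groups by 1.08-fold (adjusted p = 0.51 from limma) and 1.01-fold (adjusted p = 0.91 from limma). SKM-1 cells, a human acute myeloid leukaemia line, had been infected with lentivirus carrying the RPL23 RNAi fragment (KD) or a control sequence (NC) at an MOI of 20, and RNA was taken 3 days later. Labelled cRNA from 500 ng RNA of each of 3 KD and 3 NC samples was hybridised to PrimeView arrays, on which each transcript is read by one or more probe sets of short oligonucleotides. The authors made the values with Robust Multichip Average (RMA), which corrects background, equalises the distribution of values between arrays and gives log2 expression. The table held 49395 probe sets, of which 44994 carried 1 gene symbol, 1832 carried several and 2569 were unnamed in the annotation used. Array medians lay between 6.03 and 6.07 in NC and between 6.02 and 6.04 in KD. The 3′ minus 5′ difference of the GAPDH control probe sets, a sign of RNA quality, was 0.67 to 0.81 in NC and 0.70 to 0.81 in KD. That of the ACTB control probe sets was much larger, at 2.84 to 3.07 in NC and 2.90 to 3.07 in KD. The deposited values were used without further scaling. Probe sets were compared with limma, the package named in the methods, at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. Each of 18132 genes was then represented by its probe set with the highest mean over the 6 arrays, and the p-values were adjusted over these genes. The statistics section gives 3 independent assays for all data without naming the arrays, and the array methods give triplicates without saying whether they were separate cultures, so the p-values measure the spread between these samples, which may be technical, and the number of arrays limits the precision.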

As described in the Methods, a supervised unpaired T-test analysis using the Limma package produced a volcano plot depicting alterations in gene expression (Fig. 2a). Specifically, the results revealed 753 differentially expressed genes (DEGs), including 305 upregulated genes and 448 downregulated genes in the KD groups. 

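Among the transcripts with the largest falls in KD cells, OLFM4, a glycoprotein of neutrophil granules, was 15.7-fold lower (log2 fold change −3.97, standard error 0.074, adjusted p = 4.1e-08 from limma), and ARG1 (arginase 1) was 14.3-fold lower (log2 fold change −3.84). The inducible heat shock protein HSPA6 was 13.1-fold lower (log2 fold change −3.71, standard error 0.16). ID1, an inhibitor of helix-loop-helix transcription factors, fell by 3.18 on the log2 scale, as did SPAG4 and COL6A1. The other members of the 12 lowest genes were ALDOC, DAAM2, ACP3, CYBB (an NADPH oxidase subunit of phagocytes), CAMP (the cathelicidin antimicrobial peptide) and EFHD1, with log2 fold changes from −2.85 to −2.58. With each gene's brightest probe set, the largest rise was that of TFEC, a transcription factor of the macrophage lineage. Its log2 value went from 4.21 ± 0.21 (SD, n = 3) to 6.92 ± 0.051 (SD, n = 3), 6.53-fold (adjusted p = 1.0e-06 from limma). EBF1, a transcription factor of B cells, was 5.56-fold higher and CELSR1, a cadherin of planar cell polarity, 4.87-fold higher. The other members of the 12 highest genes were NME8, VIT, FGFBP2, MS4A7, DRC8, MS4A3, CYP1B1, SPP1 (osteopontin) and HIRA, with log2 fold changes from 2.14 to 1.68. HIRA had the widest replicate spread of these, with an SD of 0.96 among the NC arrays, and its adjusted p, 0.011 from limma, was 0.090 with trend and robust settings and 0.12 with the methods' t-test, the highest over the alternatives, of which the lowest was 9.7e-06 without NC replicate 3. In all, 454 genes were higher and 630 lower in KD cells among the 18132 tested by limma, and 1088 probe sets were higher and 1449 lower. The 3 KD values lay wholly above or below the 3 NC values for 43.5% of all genes tested, where chance gives 10%. Of the 2537 probe sets, 120 were unnamed and 112 carried several symbols. When each gene was represented by the mean of all its probe sets, 699 genes passed. With that mean, COL6A1 had a log2 fold change of −0.67, DAAM2 −1.67, ACP3 −1.92, CYBB −1.74, EFHD1 −1.32, TFEC 1.71, EBF1 1.53, CELSR1 1.18 and MS4A7 0.94, all still past the threshold.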

The data from the gene expression arrays have been deposited in the NCBI Gene Expression Omnibus under GEO Accession Number GSE95348. 

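The 3 KD arrays formed one branch and the 3 NC arrays the other when the 6 arrays were clustered over all probe sets by 1 − Pearson r with average linkage. Correlations between arrays of one group ran from 0.9968 to 0.9978, and those between a KD and an NC array from 0.9908 to 0.9920. The branch that joined KD with NC lay 3.00 times as high as the highest branch within a group. The first principal component held 68.0% of the variance and separated KD from NC, and none of the next 4, at 10.5% or less each, did. The median SD of a probe set was 0.089 among the NC arrays and 0.083 among the KD arrays, on the log2 scale.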

A hierarchical clustering (HC) of the samples based on the transcript expression levels clearly segregated the transcripts into two distinct groups consistent with their treatments (Fig. 2b). Among the 753 DEGs, Miz-1 (FC = 6.53, *p* = 2.24E-06), CDKN1A (p21^Cip1^; FC = 2.98, *p* = 1.60E-05), and CDKN2B (p15^Ink4b^; FC = 2.57, *p* = 6.46E-05) were upregulated, whereas c-Myc (FC = −9.81, *p* = 2.62E-05) was downregulated. Additionally, PTEN (FC = 3.62, *p* = 3.87E-06) and PIK3CG (FC = −13.07, *p* = 8.62E-05) were notably differentially expressed in the RPL23-KD groups.

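ZBTB17, the gene of Miz-1, was 1.21-fold higher in KD cells, with a log2 value of 8.61 ± 0.065 (SD, n = 3) against 8.34 ± 0.10 (SD, n = 3) in NC cells (log2 fold change 0.27, standard error 0.069, adjusted p = 0.016 from limma). This was under the fold change cut-off of 1.5, and the other probe sets of the gene gave log2 fold changes of 0.24, 0.17 and 0.07. CDKN1A was 1.15-fold lower in KD cells (7.78 ± 0.034 against 7.99 ± 0.090, SD, n = 3 each, log2 fold change −0.21, adjusted p = 0.037 from limma), also under the cut-off. Its second probe set gave a log2 fold change of −0.18. CDKN2B was dim, at 4.71 ± 0.12 in KD and 4.68 ± 0.16 in NC cells (SD, n = 3 each), and did not differ beyond the replicate spread (log2 fold change 0.03, standard error 0.094, adjusted p = 0.84 from limma). The other CDKN2B probe sets gave 0.02 and −0.28, with group means from 2.79 to 3.15, under the array medians of the background probes (3.25 to 3.36). MYC was among the bright transcripts, at 12.14 ± 0.069 in KD and 12.29 ± 0.045 in NC cells (SD, n = 3 each), a 1.11-fold difference under the cut-off (log2 fold change −0.15, standard error 0.060, adjusted p = 0.10 from limma). Over the alternatives the adjusted p of MYC ran from 0.0060, with trend and robust settings, to 0.27. None of the 10 probe sets of these 4 genes passed the threshold.

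**Figure D1:**
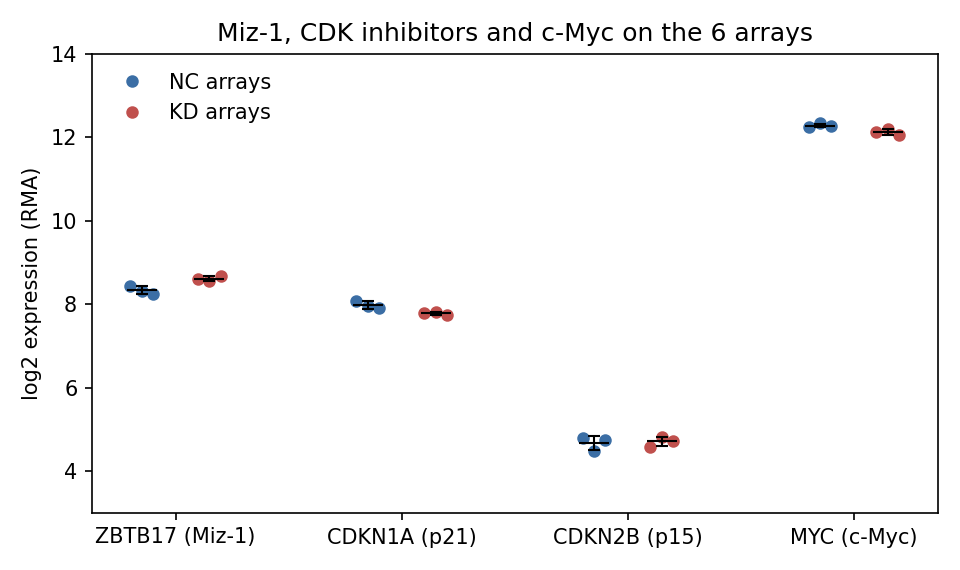
Log2 expression (RMA) of ZBTB17, CDKN1A, CDKN2B and MYC on each of the 3 NC arrays (blue points) and 3 KD arrays (red points). Black bars are the mean and SD of each group; KD minus NC was 0.27, −0.21, 0.03 and −0.15 on the log2 scale.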

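PIK3CG, which encodes the catalytic p110 gamma subunit of PI3K, was 2.50-fold lower in KD cells. Its log2 value was 7.54 ± 0.11 (SD, n = 3) in KD cells and 8.86 ± 0.18 (SD, n = 3) in NC cells (log2 fold change −1.32, standard error 0.096, adjusted p = 2.6e-05 from limma), and its second probe set gave a log2 fold change of −1.18. PIK3CD, the delta isoform of the catalytic subunit, was 1.87-fold lower (log2 fold change −0.90, adjusted p = 1.4e-05 from limma) and lost its call when all probe sets of the gene were averaged (−0.36).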

**Figure 2:**
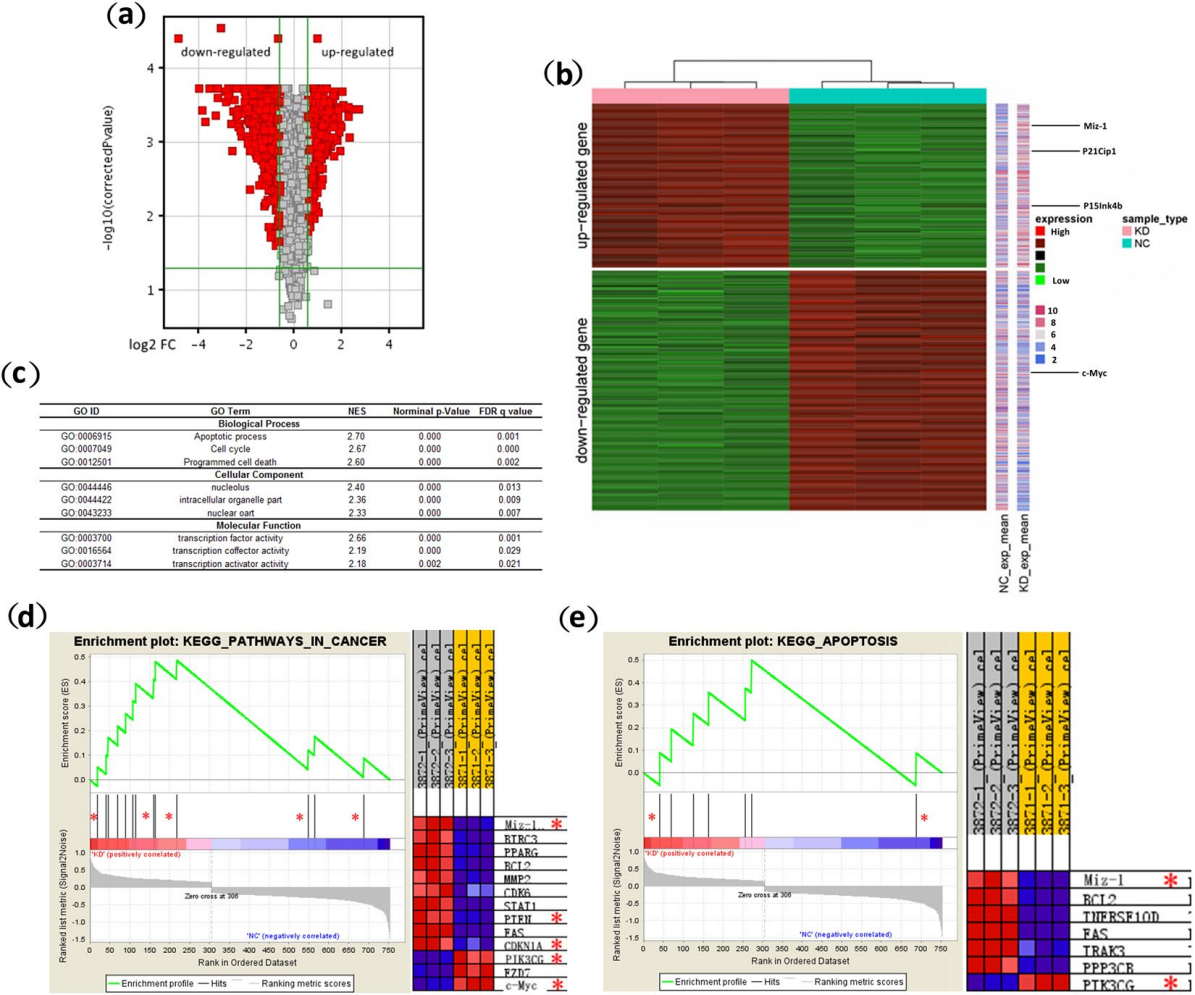
Global gene expression profiles and GSEA analysis. A DNA microarray analysis was performed using three RPL23-KD DNA samples and three NC DNA samples of infected SKM-1 cells. (**a**) A volcano plot of all assayed probes shows the distribution of DEGs based on the expression data from RPL23-KD and NC SKM-1 samples. The X-axis is the log_2_ (fold-change), and the Y-axis is the *p*-value on a −log_10_ scale. Entities with significant differences are highlighted in red. (**b**) Unsupervised hierarchical clustering of six samples shows distinct segregation based on treatment (pink row for RPL23-KD, blue row for NC SKM-1 cells). The expression of 753 probes was significantly altered (>1.5-fold) in RPL23-KD cells compared with NC samples (*p* < 0.05). A total of 305 probes (upper left region) were upregulated, and 448 (lower left region) were downregulated. Each row represents a gene, and each column represents a sample. The coloured bars on the right represent the absolute mean expression (absolute fold change) of each gene in the KD/NC groups. The indicated DEGs for our target molecules are shown on the right side of the bars. (**c**) Identified GO gene sets categorized by biological process, cellular component and molecular function. A GSEA analysis indicates the overrepresented pathways enriched in RPL23-KD SKM-1 cells: enrichment plots and heatmaps of leading edge genes in KEGG_PATHWAY IN CANCER (NES = 2.09) (**d**) and KEGG_APOTOSIS (NES = 1.65) (**e**). The asterisks mark DEGs involved in Miz-1/c-Myc function and PI3K/AKT signalling. GO ID/Term: Gene Ontology ID/term; NES: normalized enrichment score; FDR: false discovery rate.

### Gene set enrichment analysis (GSEA)

We then explored whether the DEGs mapped to coherent functional gene sets and pathways. The array data were interpreted by performing a GSEA analysis through annotation with the C2: Kyoto Encyclopedia of Genes and Genomics (KEGG) pathways and C5: Gene Ontology (GO) gene sets. The DEGs were assigned to multiple C5: GO gene sets categorized by biological process, cellular component and molecular function^15–17^. 

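Many mitotic genes fell in KD cells and none rose past the threshold. Of 41 measured G2/M genes, 17 were lower, none was higher and 24 did not pass, with the same numbers when adjusted over the list alone. The falls included those of DLGAP5 (log2 fold change −0.99), the mitotic kinesin KIF20A (−0.99), the cyclin-dependent kinase CDK1 (−0.97, from 11.93 ± 0.040 to 10.96 ± 0.020, SD, n = 3 each) and the proliferation marker MKI67 (−0.93). The median log2 fold change of the list was −0.54 (camera, adjusted p = 1.1e-19). With an estimated correlation the adjusted p was 0.12. Of 57 genes of G1/S and DNA replication, 3 were lower (RRM2, CHAF1A and TK1, log2 fold changes −0.68 to −0.59), CDK6 was higher and 53 did not pass, again with the same numbers when adjusted over the list alone. The median of that list was −0.19 (camera, adjusted p = 2.4e-05, and adjusted p = 0.42 with an estimated correlation). Apoptosis genes went both ways. Of 17 death receptors and adaptors (median log2 fold change −0.02, mean 0.01, downward in camera) 1 was higher (TNFRSF10D, a decoy receptor of TRAIL) and none was lower, and of 15 pro-apoptotic BCL2 family members 1 was higher (BMF, log2 fold change 0.73) and none was lower. Among 12 anti-apoptotic BCL2 family members and IAPs, BCL2 was higher and BCL2A1 lower (log2 fold change −0.62), and among 16 caspases and apoptosome genes CASP9 was lower (log2 fold change −0.59). Counts adjusted over the list alone were the same for these 4 lists, and camera gave adjusted p-values of 0.91, 0.57, 0.50 and 0.64. BMF (0.17), BCL2A1 (−0.37), CASP9 (−0.34) and RRM2 (−0.57) lost their calls when the probe sets of each gene were averaged, and CASP9 (−0.57) and TK1 (−0.58) when arrays were centred on their medians. Without 1 array, calls ended for TK1 (−0.55 without NC replicate 1, −0.58 without KD replicate 1), BCL2A1 (−0.58 without NC replicate 1) and CASP9 (−0.54 without NC replicate 1, −0.58 without KD replicate 3).

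**Figure D2:**
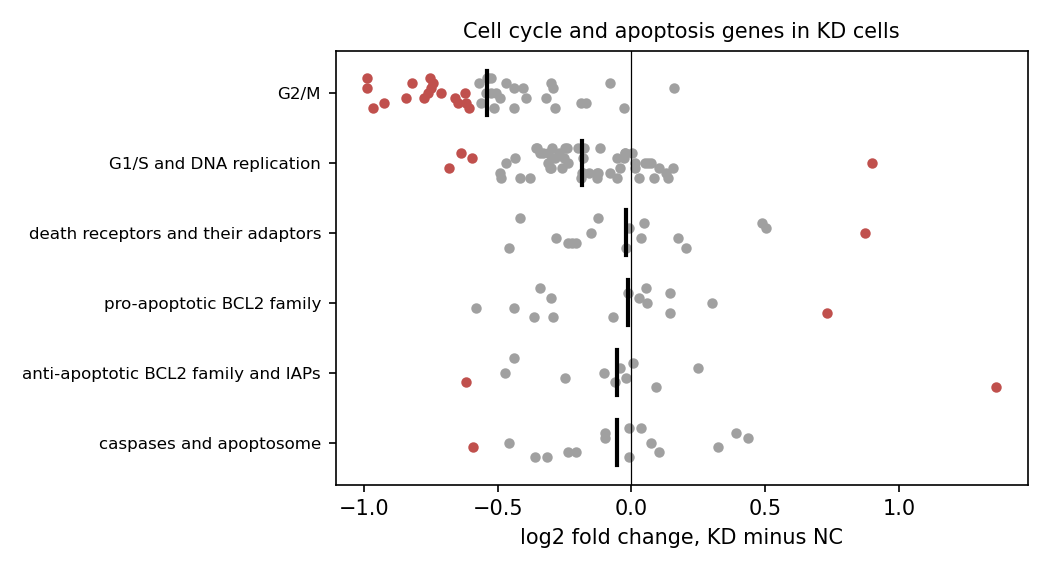
Log2 fold change (KD minus NC) of each measured gene in 6 lists of cell cycle and apoptosis genes. Red points passed the threshold, grey points did not, and black bars are list medians; the G2/M genes lie mostly below 0, with a median of −0.54.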

The major biological processes associated with these DEGs were apoptotic processes, cell cycle and programmed cell death, consistent with the growth inhibition observed during our functional experiments. 

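Few genes of ribosome production passed the threshold in KD cells. Of 84 measured genes of ribosome biogenesis and the nucleolus, 2 were higher, none was lower and 82 did not pass, with the same numbers when adjusted over the list alone. They were NOB1, an endonuclease of small subunit maturation, at 11.60 ± 0.037 in KD and 10.88 ± 0.065 in NC cells (SD, n = 3 each, log2 fold change 0.72, adjusted p = 4.6e-05 from limma), and UTP20, a component of the pre-ribosome (log2 fold change 0.60), which lost its call without NC replicate 2 (0.54), without KD replicate 1 (0.58) and without KD replicate 2 (0.55). The list as a whole was shifted upwards by a small amount, with a median log2 fold change of 0.10 (camera, adjusted p = 0.00079). With an estimated correlation the adjusted p was 0.55. At an adjusted p under 0.05 and any fold change, 28 of the 84 genes were higher and 5 lower. Among 40 proteins of the large ribosomal subunit other than RPL23, 1 was higher (RPL35A, log2 fold change 0.69, or 0.22 and not past the threshold when its probe sets were averaged) and none was lower. Among 24 proteins of the small subunit none passed by limma, and 0 at an unadjusted p with the same fold change cut-off. Counts adjusted over the list alone were the same, and camera gave adjusted p-values of 0.11 for the large and 0.50 for the small subunit. The large subunit list passed upwards with camera's trend setting (adjusted p = 0.00352), fgsea over all genes (0.020) and fry's directional test (0.0081), and was at 0.81 with an estimated correlation. The small subunit list passed upwards with fry's directional test (0.038).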

The following cellular component gene sets were enriched in RPL23-KD cells: nucleolus, intracellular organelles and nucleus, covering genes associated with ribosomal biogenesis within the nucleus as well as nuclear stress^5^. 

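Of 68 measured transcription factors of myeloid cells, 5 were higher in KD cells, 3 were lower and 60 did not pass, with the same numbers when adjusted over the list alone. ZBTB16, a zinc finger repressor known as PLZF, was 2.52-fold higher (log2 value 7.62 ± 0.078 against 6.28 ± 0.11, SD, n = 3 each, adjusted p = 6.5e-06 from limma). PPARG, a lipid-sensing nuclear receptor, had a log2 fold change of 1.17 (standard error 0.087, adjusted p = 2.8e-05 from limma). LMO2, a bridging factor of haematopoietic progenitors, had a log2 fold change of 0.87, or 0.55 and not past the threshold when its probe sets were averaged. The inhibitor ID1 was among the factors that fell. The list had a median log2 fold change of 0.00458 and did not pass (camera, adjusted p = 0.66).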

The enriched molecular function gene sets mainly involved transcriptional regulation. Detailed information is provided in Fig. 2c. 

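Of 75 measured genes of a KEGG-type apoptosis list, 3 were higher in KD cells, 3 were lower and 69 did not pass, and of 269 genes of a KEGG-type list of pathways in cancer, 7 were higher, 10 lower and 252 did not pass. The numbers were the same when adjusted over the list alone. These lists were written by hand and are not the MSigDB sets that the paper used. Neither list passed in camera, with median log2 fold changes of −0.04 and −0.01 (adjusted p = 0.52 and 0.55). BCL2, an inhibitor of apoptosis, was 2.57-fold higher in KD cells (log2 value 7.10 ± 0.15 against 5.74 ± 0.16, SD, n = 3 each, log2 fold change 1.36, adjusted p = 2.9e-05 from limma), and its other probe sets gave log2 fold changes from 0.05 to 1.64 (0.73 with all averaged). The death receptor FAS had a log2 fold change of 0.50, or 1.42-fold, under the cut-off of 1.5, and passed with its second probe set (0.76) or the mean of both (0.63). CDK6, a kinase of the G1 phase, was 1.87-fold higher (log2 fold change 0.90, standard error 0.066, adjusted p = 2.7e-05 from limma). Of the other genes labelled in Fig. 2d and 2e, TNFRSF10D (log2 fold change 0.87) and the matrix protease MMP2 (0.82, or 1.35 with its probe set of largest change) were higher, and the Wnt receptor FZD7 was lower (−1.19). PPP3CB, a catalytic subunit of calcineurin, had a log2 fold change of 0.02 with its brightest probe set and of 0.08, 1.09 and 1.13 with the others. TRAF3, an adaptor of TNF receptors, had a log2 fold change of −0.28 and did not reach the cut-off.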

Pathway annotation based on the KEGG database indicated that pathways in cancer (NES = 2.09, nominal *p* < 0.001, FDR *q* = 0.038) and apoptosis (NES = 1.65, nominal *p* = 0.033, FDR *q* = 0.199) were highly enriched, and the leading-edge subsets included Miz-1, CDKN1A (p21^Cip1^), c-Myc, PIK3CG, PTEN and other apoptosis-related genes (e.g., BCL2, FAS, and CDK6; Fig. 2d and 2e).

### Validation of screened mRNAs identified from the microarray analysis through qRT-PCR and western blotting of SKM-1 cells

We performed qRT-PCR and western blotting analyses of RPL23-KD/NC SKM-1 cells to verify the expression profiles obtained in the microarray analysis and to further investigate changes in the related protein levels. The relative mRNA expression levels are shown in Fig. 3a: RPL23 (0.02 ± 0.01, *p* < 0.001), Miz-1 (2.50 ± 0.14, *p* = 0.009), c-Myc (0.58 ± 0.08, *p* = 0.031), p15^Ink4b^ (2.44 ± 0.23, *p* = 0.003), p21^Cip1^ (6.46 ± 0.37, *p* = 0.005), and PI3KCG (0.15 ± 0.05, *p* = 0.004). The mRNA expression levels of the RPL23-KD/NC groups were normalized to those of the WT group. p15^Ink4b^ and p21^Cip1^ were transcriptionally activated following RPL23 knockdown, and this effect was accompanied by increased Miz-1 and decreased c-Myc expression. Our western blotting results also revealed altered protein levels, specifically increased expression of Miz-1 (*p* < 0.001) and its downstream target molecules, p21^Cip1^ (*p* < 0.001) and p15^Ink4b^ (which exhibited a mild trend: *p* = 0.09) and decreased expression of c-Myc (*p* < 0.001) and PIK3CG (*p* < 0.001), as shown in Fig. 3b and 3c. The phosphorylation of AKT, a downstream effector of PI3K/AKT signalling, was also weakened (*p* = 0.008), indicating suppression of PI3K/AKT signalling activity.

**Figure 3:**
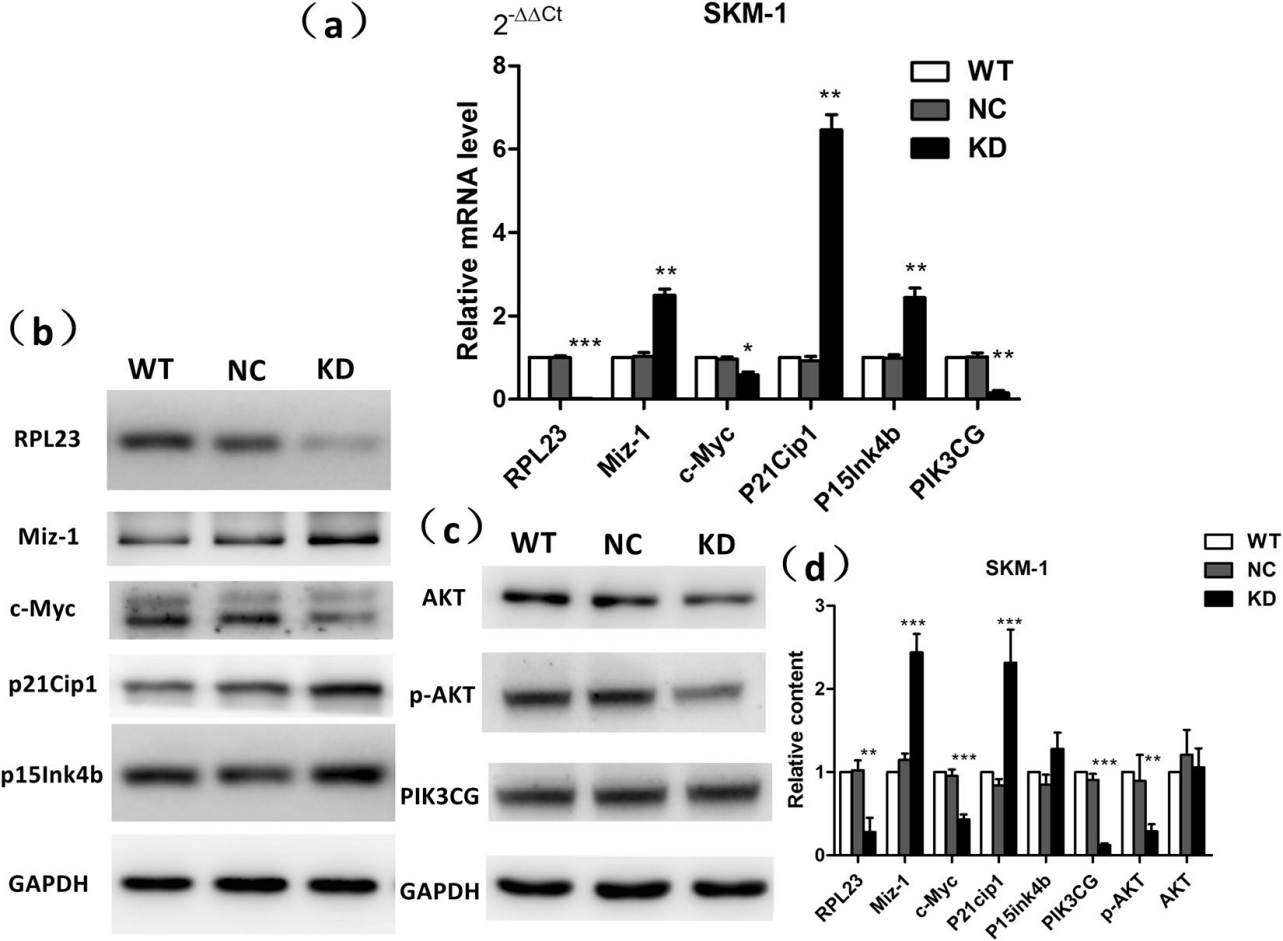
Validation of screened mRNAs identified by microarray analysis through qRT-PCR and western blotting of SKM-1 cells. (**a**) The mRNA expression levels of RPL23-KD-associated genes were analysed by qRT-PCR. The Miz-1 (2.50 ± 0.14, *p* = 0.009), p15^Ink4b^ (2.44 ± 0.23, *p* = 0.003), and p21^Cip1^ (6.46 ± 0.37, *p* = 0.005) expression levels were increased in the KD group compared with the NC group, whereas the RPL23 (0.02 ± 0.01, *p* < 0.001), c-Myc (0.58 ± 0.08, *p* = 0.031) and PI3KCG (0.15 ± 0.05, *p* = 0.004) expression levels were decreased with RPL23 knockdown. (**b**,**c**) The western blotting results revealed altered protein levels, specifically increased expression of Miz-1 (*p* < 0.001) and its downstream target molecules, p21^Cip1^ (*p* < 0.001) and p15^Ink4b^ (*p* = 0.09), and decreased expression of c-Myc (*p* < 0.001) and PIK3CG (*p* < 0.001). The phosphorylation of AKT was also weakened (*p* = 0.008). (**d**) Histogram denoting the relative grey scale of the target stripes normalized to the GAPDH expression level using Image-Pro Plus v6.0 software (Media Cybernetics, USA). Target stripes were displayed as chopped. Original scans were provided in Supplementary Information (Supplementary Fig. S5). Each assay was performed in triplicate. Unpaired Student’s t tests were used to calculate all *p* values shown throughout the figure. The data are expressed as the means ± S.E.M. WT: wild type; NC: RPL23-NC; KD: RPL23-KD. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### Expression of c-Myc overcomes RPL23-KD-induced viability suppression and apoptotic tendency

To determine whether c-Myc plays an important role in RPL23-knockdown-mediated biological alterations and whether the detected changes in c-Myc expression are associated with RPL23 knockdown, SKM-1 cells were first transfected with LV-RPL23-RNAi, and twenty-four hours later, the transfected SKM-1 cells were superinfected with CMV-driven expression plasmids encoding c-Myc (CMV-c-Myc). Due to the vulnerable cellular characteristics of RPL23-KD SKM-1 cells, we used a multiplicity of infection (MOI) of 10 for LV-RPL23-RNAi transfection without fluorescence-activated cell sorting (FACS). Detailed information of the superinfection is provided in the Supplementary Information. The efficiency of superinfection with LV-RPL23-RNAi and CMV-c-Myc was measured by qRT-PCR (Supplementary Fig. S2). We performed cellular proliferation and apoptosis analyses of the following 5 groups: (a) WT, non-transfected group (used as blank control); (b) NC, superinfected with two empty vectors (used as negative control); (c) RPL23-KD, superinfected with LV-RPL23-RNAi and CMV-c-Myc-NC; (d) RPL23-KD/c-Myc-OE, superinfected with LV-RPL23-RNAi and CMV-c-Myc; and (e) c-Myc-OE, superinfected with CMV-c-Myc and LV-RPL23-NC. The cellular viability was measured twenty-four hours after coinfection using CCK-8 (Fig. 4a). The growth suppressive effect of RPL23-KD was overcome by CMV-driven expression of c-Myc (*p* < 0.01). Note that c-Myc overexpression alone resulted in a higher proliferative ratio than that of the RPL23-KD-c-Myc-OE group (*p* < 0.05). Forty-eight hours after superinfection, cellular apoptosis was measured by Annexin V single-staining of specific cells (Fig. 4b and 4c﻿), and induced expression of c-Myc alleviated the high apoptotic potential mediated by depletion of L23 (from 36.33 ± 4.55% to 14.07 ± 1.50%, *p* = 0.002). Furthermore, the induced expression of c-Myc alone in SKM-1 cells displayed a lower apoptotic ratio (5.42 ± 1.68%, *p* = 0.003) in the absence of LV-RPL23-RNAi. Detailed information of the gating protocol used for the flow cytometry data is described in Supplementary Fig. S3.

**Figure 4:**
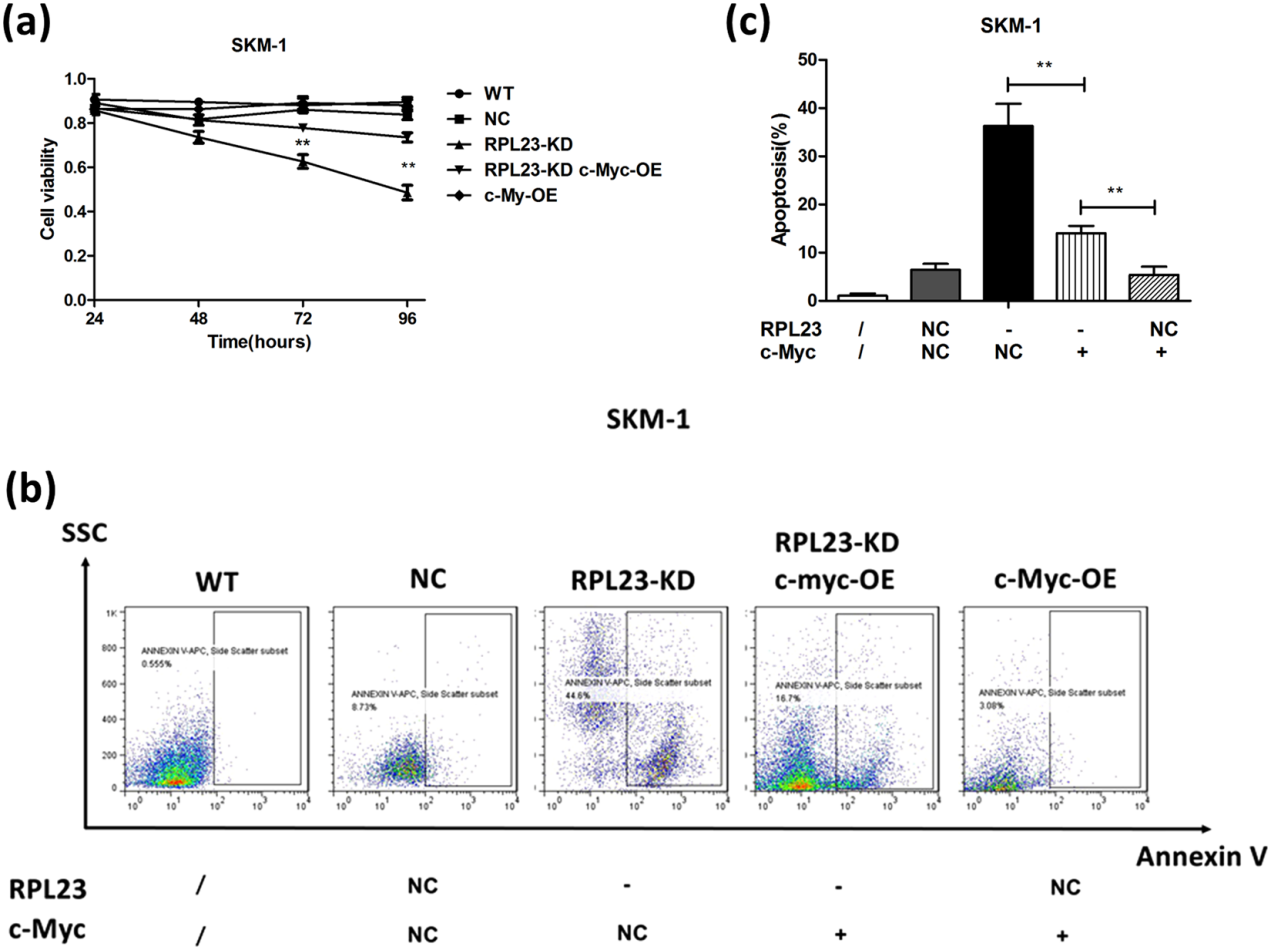
Expression of c-Myc overcomes RPL23-KD-induced viability suppression and apoptotic tendency in SKM-1 cells. (**a**) Growth curve of SKM-1 cells infected with LV-RPL23-RNAi expression vectors alone or together with CMV–c-Myc expression plasmid vectors after superinfection at the indicated time point. Suppressive proliferation of RPL23-KD cells was overcome by CMV-driven expression of c-Myc (p < 0.01). (**b**,**c**) Forty-eight hours after superinfection, cellular apoptosis was measured by Annexin V single-staining, and induced expression of c-Myc alleviated the high apoptotic potential that is mediated by depletion of L23. Unpaired Student’s t tests were used to calculate all *p* values shown throughout the figure. The data are expressed as the means ± S.E.M. WT: non-transfected group (used as blank control); NC: superinfected with two empty vectors (used as negative control); RPL23-KD: superinfected with LV-RPL23- RNAi and CMV-c-Myc-NC; RPL23-KD/c-Myc-OE: superinfected with LV-RPL23- RNAi and CMV-c-Myc and c-Myc-OE: superinfected with CMV-c-Myc and LV-RPL23-NC. /: non-treated; −: decreased expression; +: induced expression; NC: transfected with empty vectors. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### Expression of RPL23, Miz-1 and c-Myc in the BM haematopoietic cells of MDS patients

To investigate the expression levels of RPL23 and the related molecules Miz-1 and c-Myc in the BM haematopoietic cells of MDS patients, qRT-PCR and immunohistochemical (IHC) analyses of samples from MDS patients with different levels of risk were performed (the patients’ information is listed in Supplementary Table S1). The RPL23, Miz-1 and c-Myc mRNA expression levels, which were calculated using the 2^−△△Ct^ method (mean ± S.E.M), were evaluated in 97 MDS samples (54 lower-risk and 43 higher-risk MDS patients) and compared with the levels in corresponding samples from 21 normal donors (Fig. 5a–5c). The RPL23 expression levels in the lower- and higher-risk MDS patients were 1.05 ± 0.07 and 1.88 ± 0.17, respectively (*p* < 0.001), and the c-Myc expression levels were 1.03 ± 0.07 and 1.86 ± 0.09 in the lower- and higher-risk MDS patients, respectively (*p* < 0.001). Miz-1 demonstrated higher expression in lower-risk MDS patients compared with higher-risk patients (1.88 ± 0.20 vs. 0.69 ± 0.06, *p* < 0.001) and normal controls (*p* = 0.001). We also observed lower Miz-1 expression in higher-risk patients than in normal donors (*p* = 0.035). A Pearson’s correlation analysis was performed to analyse the RPL23 and c-Myc mRNA levels (Fig. 5d), and RPL23 expression was found to be positively correlated with c-Myc expression (*r* = 0.703, *p* < 0.001). Additionally, a relatively weak negative correlation was found between the RPL23 and Miz-1 mRNA levels (*r* = −0.25, *p* = 0.01).

**Figure 5:**
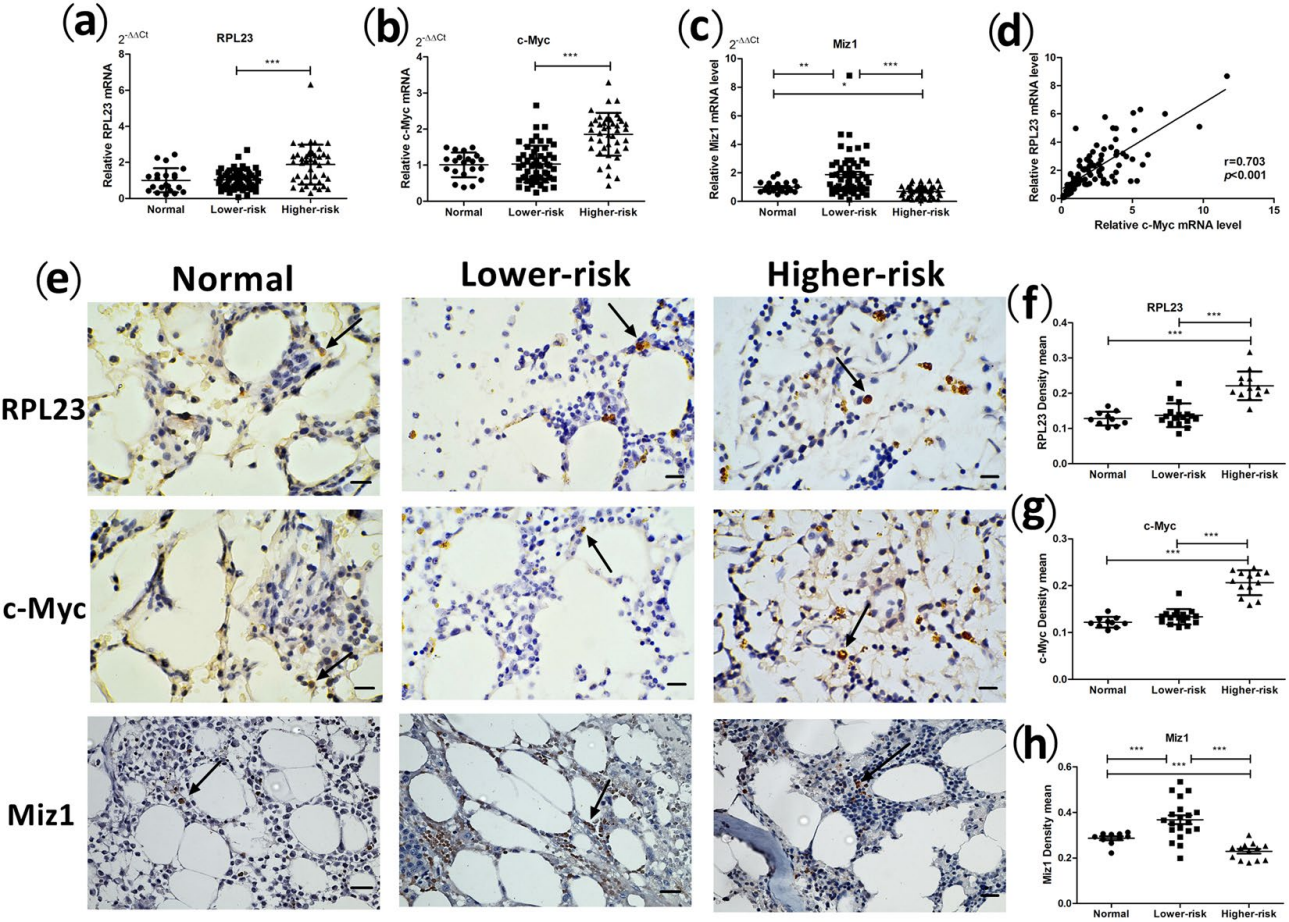
RPL23, c-Myc and Miz1 mRNA and protein expression levels in the BM haematopoietic cells of MDS patients. (**a**) RPL23, (**b**) c-Myc and (**c**) Miz-1 mRNA expression levels in lower-risk (IPSS scores ≤1.0) and higher-risk (IPSS scores >1.0) MDS patients compared with healthy donors. Total RNA was extracted from 2 ml of BM mononuclear cells (BMNCs) from MDS patients with different risk levels using the TRIzol® reagent. The protocols used for cDNA synthesis and qRT-PCR are described in Methods. (**d**) Correlation between RPL23 and c-Myc mRNA levels in BMNC cells from MDS patients. Pearson’s correlation test for RPL23 vs. c-Myc: *r* = 0.703, *p* < 0.000. (**e**) Immunohistochemical staining for RPL23, c-Myc and Miz-1 in BM trephine tissue of lower/higher-risk MDS patients and healthy donors. RPL23, c-Myc and Miz-1 expression is indicated by yellowish-brown cytoplasmic staining. Original magnification: 400×. Clearly positively stained cells are indicated with arrows (scale bar: 2 μm). The mean densities of the positive sections were calculated for measuring *in vivo* protein expression and are displayed in scatter plots in panels (**f**), (**g**) and (**h**). Unpaired Student’s t tests were used to calculate all *p* values shown throughout the figure. The data are expressed as the means ± S.E.M. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

An IHC analysis of target protein expression was performed by determining the mean density of positive staining. The mean densities for RPL23 in BM haematopoietic cells from lower- and higher-risk MDS patients were 0.14 ± 0.01 and 0.21 ± 0.01 (*p* < 0.001), whereas the normal donors exhibited no difference compared with lower-risk patients (0.13 ± 0.01, *p* = 0.44). The mean densities for c-Myc in the cells from lower- and higher-risk MDS patients were 0.13 ± 0.00 vs. 0.21 ± 0.01, respectively (*p* < 0.001), whereas that obtained for the cells from the normal donors was 0.12 ± 0.00. The expression intensity of Miz-1 was 0.37 ± 0.02 in lower-risk MDS patients, whereas higher-risk MDS patients exhibited decreased Miz-1 expression (0.23 ± 0.01, *p* < 0.001), and this decreased expression was even lower than that observed in normal donors (0.29 ± 0.01, *p* < 0.001; Fig. 5e–5h).

## Discussion

RPL23 is a protein component of the 60S large ribosomal subunit and is believed to perform multiple auxiliary extraribosomal functions; additionally, RPL23 negatively regulates apoptosis by suppressing the Miz-1-induced transcription of the cell cycle inhibitors p15^Ink4b^ and p21^Cip1^. As reported before, RPL23 is overexpressed at the mRNA level in higher-risk MDS patients, and elevated RPL23 expression is inversely associated with the apoptosis ratio in CD34+ BM cells, which might lead to disease progression and adverse prognosis. However, the mechanism underlying this effect remains uncharacterized.

In this study, knockdown of RPL23 was found to suppress SKM-1/K562 cellular viability by strongly inducing apoptotic cell death and G1/S phase arrest. 

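Genes that Miz-1 represses with Myc went both ways in KD cells. Of 16 measured genes repressed by Myc with Miz-1, 2 were higher, 3 were lower and 11 did not pass, with the same numbers when adjusted over the list alone (median log2 fold change −0.08; camera, adjusted p = 0.50). TXNIP, which restrains glucose uptake, was 3.11-fold higher (log2 value 12.72 ± 0.026 against 11.08 ± 0.076, SD, n = 3 each, adjusted p = 1.0e-06 from limma), and the anti-apoptotic gene BCL2 was the other that rose. GADD45A, a growth arrest gene, had a log2 fold change of −0.89, NDRG1 one of −0.81 (−0.37 and not past the threshold when its probe sets were averaged) and MXD4 one of −0.69 (−0.35 and not past the threshold when averaged likewise). Of 7 measured CDK inhibitors, CDKN2D (p19) was lower, by 2.42-fold (log2 fold change −1.27, standard error 0.066, adjusted p = 5.6e-06 from limma), and 6 did not pass (camera, adjusted p = 0.41; the same count adjusted over the list alone).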

To further investigate the molecular mechanisms involved in these phenomena, we performed a gene microarray analysis of RPL23-KD and RPL23-NC samples and detected elevated expression of Miz-1 and its target molecules p15^Ink4b^ and p21^Cip1^ as well as decreased expression of c-Myc. To further elucidate the potential regulatory mechanisms involving c-Myc/Miz-1, a rescue experiment using SKM-1 cells co-infected with LV-RPL23-RNAi and CMV-c-Myc-expressing plasmid vectors was performed, and the results demonstrated that the induction of c-Myc expression could overcome the higher tendency to apoptosis mediated by RPL23-KD, supporting the conclusion that c-Myc is an important downstream regulator of RPL23-mediated abnormalities in apoptosis. The analysis of the patients’ data confirmed this deregulation and correlated the RPL23/Miz-1/c-Myc expression levels with the risk levels of MDS patients.

Compared with patients presenting normal RPL23 expression levels, higher-risk MDS patients with increased RPL23 expression demonstrated decreased Miz-1 expression, which resulted in suppression of Miz-1-induced p15^Ink4b^ and p21^Cip1^ expression in their BM haematopoietic cells. p15^Ink4b^ and p21^Cip1^ downregulation promotes cell cycle progression in the BM haematopoietic cells of MDS and myeloid disease patients and transforms their tendency to undergo apoptosis into apoptosis resistance^18–20^. Consistently, lower-risk MDS patients exhibited elevated Miz-1 expression compared with normal donors, which potentially accounted for the BM haematopoietic cells’ tendency toward apoptosis observed in lower-risk MDS patients. Additionally, elevated c-Myc expression was also observed in higher-risk MDS patients, and *in vitro* experiments and microarray analyses indicated that RPL23 knockdown was potentially associated with decreased c-Myc expression as well as suppressed PI3K/AKT signalling. 

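Few of the genes that Myc activates passed the threshold in KD cells. Of 56 measured, 2 were higher (EIF4A1, log2 fold change 0.62, and UTP20), none was lower and 54 did not pass, and the median log2 fold change was 0.02 (camera, adjusted p = 0.50). EIF4A1 lost its call when its probe sets were averaged (0.14) and without NC replicate 2 (0.51). Of 35 measured genes of PI3K/AKT signalling, 2 were higher, 3 were lower and 30 did not pass (median log2 fold change 0.03; camera, adjusted p = 0.70). For both lists the counts adjusted over the list alone were the same. IRS1, the insulin receptor substrate, was 2.46-fold higher (log2 value 8.47 ± 0.14 against 7.17 ± 0.063, SD, n = 3 each, adjusted p = 1.1e-05 from limma), and TRIB3, an inhibitor of AKT, was 2.14-fold higher. PIK3IP1, an inhibitor of PI3K, was lower (−0.85, or −0.12 and not past the threshold when its probe sets were averaged), besides both PI3K subunits. AKT1 had a log2 fold change of −0.30 (standard error 0.073, adjusted p = 0.013 from limma), under the fold change cut-off. The other AKT1 probe sets gave −0.11 and −0.006. From its in vitro experiments and the arrays, the paper proposes a link of RPL23 knockdown with lower c-Myc expression and with weaker PI3K/AKT signalling. Its evidence for the signalling includes western blots with weaker AKT phosphorylation and less PIK3CG protein. Transcript levels do not measure either, so the counts above do not test that signalling.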

According to a previous study, PI3K/AKT activity is positively associated with c-Myc regulation. Phosphorylated AKT leads to the transcriptional and post-translational induction of c-Myc^21–23^. Our observation of depressed PI3K/AKT activity accompanied by decreased c-Myc expression in RPL23-KD cells precisely corresponds with this regulation mode, and the observed c-Myc downregulation, which might be associated with the repressed PI3K/AKT activity after RPL23 knockdown, might attenuated the Myc-Miz-1 interaction and therefore enhanced Miz-1 function. In MDS patients, the upregulation of c-Myc and the suppression of Miz-1 activity synergistically lead to apoptotic resistance in higher-risk MDS patients with elevated RPL23 expression.

RPL23, which is encoded by a gene that is upregulated by c-Myc, has an essential function in restricting Miz-1-dependent cell-cycle arrest^24^. Our study suggests a regulatory feedback loop in which RPL23 could reinforce c-Myc-dependent oncogenic functions. Elevated expression of RPL23 could decrease the Miz-1-dependent expression of p21^Cip1^ and p15^Ink4b^, thereby increasing the ability of c-Myc to promote cell-cycle progression. In turn, the activation of c-Myc function in the context of RPL23 overexpression might further stimulate RPL23 expression. Thus, the regulation of Miz-1 activity by RPL23 represents a positive feedback mechanism that couples efficient RPL23 expression with the function of c-Myc to suppress Miz-1-induced Cdk inhibitors and thereby promote cell-cycle progression (Fig. 6). In higher-risk MDS, RPL23 overexpression might confer growth advantages and resistance to apoptosis through this positive feedback loop, potentially leading to AML evolution.

**Figure 6:**
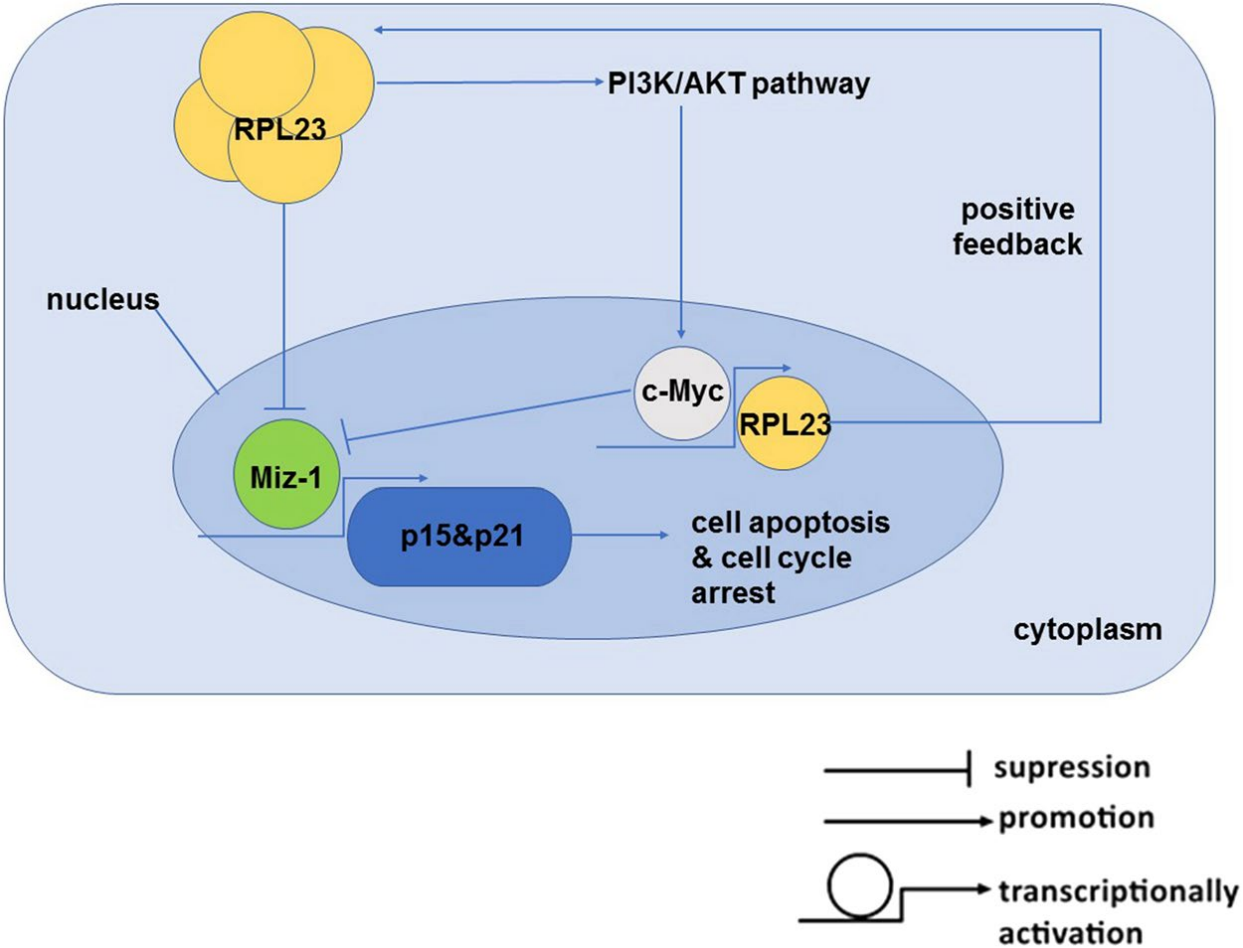
Schematic showing the potential role of RPL23 in the RPL23/Miz-1/c-Myc circuit. Our study suggests a regulatory feedback loop through which RPL23 reinforces the Myc-dependent oncogenic functions. Elevated expression of RPL23 would decrease the Miz-1-dependent expression of p21^Cip1^ and p15^Ink4b^, thereby increasing the ability of c-Myc to promote cell cycle progression. In turn, the activation of c-Myc function in the context of RPL23 overexpression might further stimulate RPL23 expression, representing a positive feedback mechanism that couples efficient RPL23 expression with c-Myc’s function to suppress Miz-1-induced Cdk inhibitors and thereby promote cell cycle progression and induce apoptotic resistance.

According to our functional experiments, the knockdown of RPL23 expression in SKM-1 and K562 cells changed the cellular proliferation rate, the apoptotic ratio and the cell cycle distribution. Considering the known roles of Miz-1 and c-Myc in cellular senescence, we may wonder whether the RPL23-KD cells exhibit altered cellular senescence. The β-galactosidase staining of RPL23-NC/KD and wild-type SKM-1/K562 cells revealed that the percentages of SA-gal-positive cells (senescent signals) did not show any significant differences among the three groups in both cell lines (Supplementary Fig. S4). The following explanations might account for the undetected senescent signals observed in our study. (1) The SKM-1 and K562 cell lines, which were subjected to RPL23 knockdown and senescence analysis, are both haematological cancer cell lines. Cancer cells show the characteristics of immortalization and absence of senescence; thus, these two cell lines, including the RPL23-knockdown and blank/negative control groups, barely showed any senescent signals. (2) MDS is a clonal haematopoietic stem cell disorder that is characterized by bone marrow cell dysplasia and ineffective haematopoiesis^1^. Cellular senescence is a feature of this disease (e.g., observed in BM mesenchymal stromal cells (MSCs) of MDS patients) but is not the dominant feature of haematopoietic cells, particularly in patients whose disease has evolved to AML or in patients with chromosomal instability (e.g., patients with an isolated monosomy 7 showed significantly longer telomeres and weak senescent signals^25, 26^). It remains to be investigated whether cellular senescence might be involved in the potential mechanisms resulting in RPL23 overexpression MDS patients or is a subordinate aspect. Interestingly, RPL23 has been reported to functionally inhibit the HDM2 ubiquitin ligase and thereby activate p53, leading to growth inhibition and anti-tumour effects in cases of gastric cancer^27–29^. In our RPL23-KD SKM-1 cells, however, decreased RPL23 expression was correlated with the induction of apoptosis, and our western blotting results did not reveal any alternations in p53 expression. Furthermore, the downstream target gene of p53, HDM2, was not transcriptionally activated, as demonstrated by our qRT-PCR analysis (Supplementary Fig. S1e second panel and S1f). To the best of our knowledge, the SKM-1 cell line, which was established in the leukaemic phase during the progression from MDS to AML, is karyotypically abnormal (including a 17p deletion) and is characteristic of the acquisition of p53 mutations (missense and silent point mutations)^30, 31^. Mutation of the p53 gene is associated with complex karyotypes, reduces overall survival and plays a role in the evolution of MDS to AML^30–32^. Therefore, the loss of normal p53 gene function, i.e., the allelic inactivation of 17p and the point mutation of the other allelic p53 gene in the SKM-1 cell line, might give rise to undetected p53 alterations and RPL23-HDM2-p53 signal activation, as previously reported. Regarding the clinical cases of elevated RPL23 expression in higher-risk MDS patients, the two opposing roles of RPL23 in cellular apoptosis might be the result of heterogeneity in individual cells and disease stages in different MDS patients, an effect that is complicated by different karyotype abnormalities and p53 mutation scenarios. Furthermore, the RPL23 expression levels of our patients presented significant variation among higher-risk MDS patients, and some patients with a higher-risk phenotype exhibited normal or lower RPL23 expression levels. However, the overall expression trend was higher among higher-risk MDS patients than among lower-risk MDS patients and normal donors. As reported previously, DBA and 5q- MDS are associated with inherited (DBA) or acquired (5q- MDS) ribosomal protein haploinsufficiency through ribosomal protein gene mutations or karyotype abnormalities (e.g., chromosome loss)^33, 34^. Therefore, the heterogeneity of RPL23 expression levels in MDS patients might result from the haploinsufficiency of RPL23 protein production in patients with different related chromosomal abnormalities and complex gene mutations.

In summary, RPL23 expression levels have been identified as an independent predictor of prognosis ﻿of MDS patients, regardless of patients’ age, IPSS score, or haemoglobin levels^14^. Based on these findings, RPL23 dysregulation involves a novel molecular mechanism in MDS pathogenesis and represents a potential prognostic biomarker and novel therapeutic target in patients with MDS.

## Methods

### Patients and control samples

All 97 patients enrolled in this study were diagnosed with MDS by our department according to the WHO 2008 classification criteria and the minimal diagnostic standards for MDS. Following approval by the local ethics committee, BM samples were obtained upon MDS diagnosis prior to the initiation of any treatment. Each of the 97 MDS patients and 21 normal donors provided written informed consent. For risk level classification, 54 patients with international prognostic scoring system (IPSS) scores of at most 1.0 were included in the lower-risk MDS group (nine low- and 45 int-1-risk patients), whereas 43 MDS patients with IPSS scores greater than 1.0 were included in the higher-risk MDS group (33 int-2- and 10 high-risk patients). The characteristics of the MDS patients are listed in Supplementary Table S1. The research was approved by the ethics committee of Shanghai Jiao Tong University Affiliated Sixth People’s Hospital, and all clinical information was obtained in accordance with approved guidelines based on the Declaration of Helsinki. All study participants signed an informed consent form.

### Cell lines and reagents

SKM-1 [an acute myeloid leukaemia cell line established in the leukaemic phase during the progression from MDS to AML (MDS/AML)] and K562 [human chronic myelogenous leukaemia (CML) cell line] cells (Health Science Research Resources Bank, Japan) were grown in RPMI-1640 medium (Gibco, US) containing 10% heat-inactivated foetal bovine serum, 100 IU/ml penicillin, and 100 μg/ml streptomycin in a humidified atmosphere of 5% CO_2_ at 37 °C.

### Preparation of lentiviral RNAi vectors and expression plasmid vectors and cell infection

An RNA interference fragment was designed based on the RPL23 sequence (GenBank No.: NM_000978.3), and the effective target genes of RPL23 RNAi were screened. Oligonucleotides of the target sequences were synthesized and packed into lentiviral vectors (pGCSIL-GFP) to generate lentiviral particles from Genechem, Inc. (Shanghai, China). Transfection of SKM-1 and K562 cells with LV-RPL23-RNAi/NC was performed using 5 mg/ml Polybrene (Genechem, Shanghai, China) at an appropriate MOI of 20 according to the manufacturer’s instructions, and the medium was changed 12 h after transfection. For the induction of c-Myc expression in SKM-1 cells, recombinant plasmid vectors encoding c-Myc (GenBank No. NM_002467) were generated using pcDNA3.1-RFP plasmids (Biovector, Inc., USA), and expression induction was confirmed by PCR, restriction analysis and DNA sequencing (Biovector, Inc.). Transient transfection of CMV-c-Myc-RFP plasmid vectors was performed using Lipofectamine® 2000 Transfection Reagent (Invitrogen) according to the manufacturer’s instructions. The following RNAi sequences were used to generate lentiviral vectors for RPL23 depletion: RPL23-RNAi1, 5′-GAT CCC CAG TGG TCA TTC GAC AAC GAT TCA AGA GAT CGT TGT CGA ATG ACC ACT TTT TTG GAA A-3′; and RPL23-RNAi2, 5′-GAT CCC CAG ATG GCG TGT TTC TTT ATT TCA AGA GAA TAA AGA AAC ACG CCA TCT TTT TTG GAA A-3′. The following primers were used for the *in vitro* amplification of c-Myc: F, 5′-CCG GAA TTC ATG GAT TTT TTTCGG GTA-3′; and R, 5′-TCC CCC GGG TTA CGC ACA AGA GTT CCG TA-3′. Wild type SKM-1 and K562 cells were used as blank controls (WT group).

### Cellular functional assays

The cellular viability was measured by performing a CCK-8 assay (Dojindo, kamimashiki gun Kumamoto, Japan) following the manufacturer’s instructions. Briefly, SKM-1 and K562 cells infected with LV-RPL23-RNAi or LV-NC, as well as untreated cells, were seeded into 96-well plates (4,000 cells/well) in a volume of 100 μl. Each experiment was performed with four replicates. After 24, 48, 72, and 96 h, 10 μl of CCK-8 solution was added to each well, and the plate was incubated at 37 °C for 2–4 h. The absorbance at 450 nm was measured with a microplate reader (Biotech, NY, USA). The percentage of viable cells was calculated using the following formula: cell viability = [OD (Treatment) − OD (Blank)]/[OD (Control) − OD (Blank)]. The results were normalized against the blank control without lentiviral transfection.

Cellular apoptosis was evaluated using an Annexin V-APC/7-AAD Apoptosis Kit (MultiSciences, Hangzhou, China) following the manufacturer’s instructions. SKM-1 and K562 cells were seeded into six-well plates (1 × 10^5^/well) and infected as previously mentioned. After 24, 48, and 72 h, the cells were harvested for FCM analysis (Calibur, BD Biosciences, CA, USA). For assessment of the cell cycle distribution, the cells were harvested 72 h after infection, washed twice with ice-cold PBS and fixed overnight at 4 °C in ice-cold 70% ethanol. The fixed cells were resuspended in PBS containing 50 μg/ml RNase A (Invitrogen, Carlsbad, CA, USA) and 50 μg/ml propidium iodide (Sigma, St. Louis, MO, USA) and incubated at 37 °C in the dark for 1 h prior to FCM analysis. The data were interpreted using FlowJo software (version 3.2, Verity Software House, USA).

### RNA isolation and qRT-PCR

SKM-1 cells were harvested three days after lentiviral infection. Total RNA was extracted using the TRIzol® reagent (Invitrogen) and was reverse-transcribed into cDNA using a SuperRT cDNA kit (CWBIO, Beijing, China) according to the manufacturer’s instructions. Total patient RNA was extracted from 2 ml of BM mononuclear cells (BMNCs) and reverse-transcribed into cDNA. PCR reactions for RPL23 and other target genes were performed using SYBR Green Master Mix (Takara, Dalian, China) and an ABI PRISM 7500 System (Applied Biosystems, Foster, CA, USA). The relative expression of the target genes was normalized to the β-actin expression levels and was calculated using the 2^−ΔΔCt^ method. The detailed primer sequences are listed in Supplementary Table S2.

### Microarray hybridization and analysis

The total RNA from RPL23-KD and NC SKM-1 cells (triplicate per treatment category) was isolated as described above. cDNA and biotinylated cRNA were synthesized and hybridized to a GeneChip® PrimeView™ Human Gene Expression Array (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’ instructions. Background correction, normalization, and expression calculations were performed using Robust Multichip Average (RMA). Probe IDs were annotated based on the annotation database from NCBI-GEO (Platform No. GPL15207) to generate a gene symbol list. The gene list was filtered with a fold change cut-off of 1.5 and *p* < 0.05 by performing a supervised unpaired T-test analysis with the Limma package in R Bioconductor.

### Gene set enrichment analysis (GSEA)

Gene Set Enrichment Analysis (GSEA) was performed using GSEA v2.2.0 (Broad Institute, Cambridge, USA) to obtain gene sets that demonstrated statistically significant differences in expression between the NC and KD groups. The C2: Kyoto Encyclopedia of Genes and Genomics (KEGG) gene set and the C5: Gene Ontology (GO) gene set were used for gene set annotation. The thresholds for the nominal *p*-value and FDR *q*-value were set to 0.01 and 0.25, respectively.

### Western blot analysis

Following treatment, the cells were lysed with RIPA buffer (Beyotime, China) in the presence of a protease inhibitor cocktail and a phosphatase inhibitor cocktail (Biotool, USA), both at a dilution of 1:100 (v/v). The protein concentrations were determined using a BCA protein assay kit (CWBIO, China).

Fifty micrograms of proteins were separated by SDS-PAGE and transferred to PVDF membranes (Merck Millipore, Germany). After incubation in 5% fat-free milk at room temperature for 2 h to block non-specific binding, the membranes were incubated with primary antibodies at appropriate dilutions in TBS-Tween (TBST; 0.01% Tween-20 in TBS) overnight at 4 °C. The membranes were then washed three times for more than 30 min with TBST and incubated with a secondary antibody (1:4,000 dilution) for 1 h at room temperature. The membranes were washed three times with TBST and visualized by enhanced chemiluminescence using the Immobilon Western Chemiluminescent HRP Substrate (Merck Millipore). Primary antibodies for RPL23 (16086-1-AP, 1:400) and p21^Cip1^ (10355-1-AP, 1:1000) were purchased from ProteinTech (USA). Miz-1 (sc-22837, 1:200) and p15^Ink4b^ (sc-612, 1:200) were purchased from Santa Cruz Biotechnology (USA), and c-Myc (5605, 1:1000), PIK3CG (5405, 1:1000), AKT (3063, 1:1000), p-AKT (Ser-473) (4060, 1:1000), pro-caspase3 (9665, 1:1000), cleaved caspase3 (9664, 1:1000) and GAPDH (2118, 1:1000) antibodies were purchased from Cell Signaling Technology (USA). p53 (AB21090-1, 1:500) was purchased from AbSci Technology (USA). Secondary goat-anti-rabbit antibody (HA1001, 1:10000) was purchased from HuaAn Biotechnology (China).

### BM trephine biopsy and immunohistochemistry

BM trephine biopsy (BMTB) was performed by experienced pathologists, and BM trephines were fixed in 4% paraformaldehyde, decalcified with 5% EDTA and embedded in paraffin blocks. Briefly, 4-μm-thick paraffin-embedded specimens were deparaffinized, hydrated, heated for antigen retrieval and incubated in 3% H_2_O_2_ to block endogenous peroxidase activity. The slides were treated with goat serum to prevent non-specific binding. The following primary antibodies were used: a mouse mAb against c-Myc (5605, CST, 1:800; cytoplasmic staining), a rabbit pAb against Miz-1 (sc-22837, Santa Cruz, 1:50; cytoplasmic staining) and a rabbit pAb against RPL23 (16086-1-AP, ProteinTech, 1:50; cytoplasmic staining). A mouse/rabbit immunohistochemistry (Enhanced Polymer) kit (PV-9000-D; ZSGB-BIO, China) was used to detect the primary antibodies. The sections were stained with a DAB kit. Counterstaining was performed with haematoxylin. Images of the slides stained for the target proteins were scanned at 40× magnification using an optical microscope (Olympus Co., Tokyo, Japan). We evaluated the staining of representative fields using Image-Pro Plus v6.0 software (Media Cybernetics, USA). After background removal via optical density calibration, the segmentation option was used to capture the areas of interest (AOIs) in each image with the HSI colour model parameter settings (H:0-30, S:0-255, and I:0-230), which covered the majority of the DAB-positive areas. The integrated optical densities (IODs) and positively stained regions in each image were measured and integrated as the IOD (sum) and the area (sum). The intensity of target protein expression was measured as the density mean = IOD (sum)/area (sum) (optical density/mm^2^ of AOI).

### Statistical analysis

The statistical analyses were performed using the SPSS software package (version 19, IBM SPSS), and all of the graphs were prepared using GraphPad Prism (version 5). All western blotting stripes were analysed based on a relative grey scale using Image-Pro Plus v6.0 software (Media Cybernetics, USA). Student’s t test was applied, and one-way ANOVA with post-hoc Tukey’s multiple comparison was performed for comparison of more than two groups. A significance cut-off of *p* < 0.05 was applied to all statistical tests. All data are expressed as the means ± S.E.M from three independent assays. The relationships between continuous variables were examined by calculating Pearson’s correlation coefficient. The *p* values are presented in the figures as follows: *p < 0.05, **p < 0.01, and ***p < 0.001.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Ribosomal protein L23 negatively regulates cellular apoptosis via the RPL23/Miz-1/c-Myc circuit in higher-risk myelodysplastic syndrome
**Source:** Sci Rep. 2017 May 24;7:2323. doi: 10.1038/s41598-017-02403-x

**Ribosomal protein L23 negatively regulates cellular apoptosis via the RPL23/Miz-1/c-Myc circuit in higher-risk myelodysplastic syndrome**

Yuekun Qi, Xiao Li, Chunkang Chang, Feng Xu, Qi He, Youshan Zhao, Lingyun Wu*

Department of Hematology, Shanghai Jiao Tong University Affiliated Sixth People’s Hospital

**SUPPLEMENTARY INFORMATION**

**Supplementary Materials and Methods**

**SA-β-Gal assay**

β-Galactosidase staining of RPL23-NC/KD and wild-type SKM-1/K562 cells was performed with a senescence-associated β-Galactosidase Staining Kit (Beyotime, China). SKM-1 and K562 cells infection and culture are described in Methods of our manuscript, seventy-two hours after efficient transfection, cells were collected and washed three times with PBS and fixed with 4% paraformaldehyde for fifteen minutes at room temperature. Next, washed cells were incubated overnight at 37℃ in CO2 free incubator with the working solution containing 0.05 mg/ml 5-bromo-4-chloro-3-indolyl-b-d-galactopyranoside (X-gal)). The stained cells were planked into 6-well plates and scanned at 100× magnification using an optical microscope (Olympus Co., Tokyo, Japan). And the cell in blue was considered as positive for SA-β-gal staining. Percentages of SA-gal-positive cells were determined by scoring 300 cells, in triplicate, in three independent experiments.

**Superinfection of SKM-1 cells with LV-RPL23-RNAi and CMV-c-Myc expression plasmid vectors and control vectors**

Transfection of lentiviral RNAi vectors was described in Methods. Briefly, SKM-1 cells were seeded into 6-well plates (1x105/well) and cultured for twenty-four hours to reach 80% confluence. lentiviral RNAi particles, negative control vectors and serum-free medium were added into 6-well plates at a MOI of 10 with 5 mg/ml Polybrene according to the following 5 groups: (a) WT, serum-free medium (used as blank control); (b) NC, LV-RPL23-NC particles (used as negative control); (c) RPL23-KD, LV-RPL23-RNAi particles; (d) RPL23-KD/c-Myc-OE, LV-RPL23-RNAi particles; and (e) c-Myc-OE, LV-RPL23-NC particles. Twelve hours later, the medium was replaced with CM and continued to culture for twenty-four hours. For induced expression of c-Myc, transfected SKM-1 cells were replaced with 1600μl serum-free RPMI-1640 medium and relevant transfection mixture (tube a: 200μl serum-free RPMI-1640 medium + 5μl lipo 2000; tube b: 200μl serum-free RPMI-1640 medium + 4μg relevant plasmids, mix two tubes well and rest for twenty minutes at room temperature before use) was added into specific wells: (a) WT, 400μl serum-free medium; (b) NC, transfection mixture with CMV-c-Myc-NC; (c) RPL23-KD, transfection mixture with CMV-c-Myc-NC; (d) RPL23-KD/c-Myc-OE, transfection mixture with CMV-c-Myc expression plasmids and (e) c-Myc-OE, transfection mixture with CMV-c-Myc expression plasmids. After six hours of incubation, medium was replaced with CM.

**Supplementary Table and Figure Legends**

**Supplementary Table S1. Characteristics of 97 MDS patients for qRT-PCR analysis.** RA, Refractory Anemia; RARS, Refractory Anemia with Ring Sideroblasts; RCMD, Refractory Cytopenia with Multilineage Dysplasia; RAEB-1, Refractory Anemia with Excess Blasts 1; RAEB-2, Refractory Anemia with Excess Blasts 2; Del(5q), 5q- syndrome. Low, Low-risk; Int-1/Int-2, Intermediate-1/Intermediate-2; High, High-risk.

**Supplementary Table S2. Primer sets used in this research for qRT-PCR.**

**Supplementary Fig. S1.** (a) The intrinsic mRNA expression levels of RPL23 in several cell lines. Knockdown efficiency of RPL23 was determined by qRT-PCR (b) and western blotting (c) in SKM-1 and K562 cell lines, and the histogram (d) denoted relative grey scale of RPL23 stripes normalized to GAPDH expression level using Image-Pro Plus v6.0 software (Media Cybernetics, USA). (e) The pro-apoptotic induction of RPL23 knockdown was evident based on a significant increase in an apoptosis marker (cleaved caspase-3) in RPL23-KD SKM-1 cells as determined by western blotting (first panel). Western blotting results did not reveal any alternations in p53 expression (e, second panel), and its downstream target gene of p53, HDM2, was not transcriptionally activated by qRT-PCR analysis. Target stripes were displayed as chopped. Original scans were provided in Supplementary Information (Supplementary Fig. S5). Each assay was performed in triplicate. Unpaired Student’s t tests were used to calculate all *p* values shown throughout the figure. Data was expressed as the means±S.E.M. WT: wild type; NC: RPL23-NC; KD: RPL23-KD. **p*<0.05; ***p*<0.01; ****p*<0.001.

**Supplementary Fig. S2.** qRT-PCR was used to measure superinfection efficiency of SKM-1 cells. RPL23-KD/c-Myc-OE group showed decreased expression of RPL23 (0.08±0.01, *p*<0.001) and the mRNA level of c-Myc was restored to 0.85±0.03 compared with the expression level in RPL23-KD group (0.58±0.08, *p*<0.05). Also, CMV-driven expression of c-Myc alone was convinced (1.87±0.20, *p*<0.01) compared with WT group. WT group was used for normalization to β-actin expression levels. Each assay was performed in triplicate. Unpaired Student’s t tests were used to calculate all *p* values shown throughout the figure. Data was expressed as the means±S.E.M. **p*<0.05; ***p*<0.01; ****p*<0.001.

**Supplementary Fig. S3.** Apoptotic analyses of SKM-1 cells superinfected with lentiviral and CMV-driven expression plasmid vectors. (a) On a GFP vs. side-scatter plot, GFP positive events (R1) were selected for transfection of LV-RPL23-RNAi-GFP expression vectors. (b) On a RFP vs. side-scatter plot, region, R2 represents RFP+ cells (gated by R1). (c) Annexin V-APC vs. side-scatter analysis of GFP+RFP+ cells gated by R1 and R2. Take NC group (co-infected with two negative control vectors) as an example. Apoptotic ratio was determined on annexin V-APC plots. The right quadrant represents the apoptotic cells, Annexin V-APC positive (R3).

**Supplementary Fig. S4.** Senescence-associated β-galaciosidase staining showed RPL23-NC/KD and wild type SKM-1 cells were negative for β-gal, while RPL23-NC/KD and wild type K562 cells showed moderate positive staining for senescent signals. However, percentages of SA-gal-positive cells didn’t show any statistical significance among the three groups in both cell lines (shown in the histogram). Clearly positively stained cells are indicated with arrows. Unpaired Student’s t tests were used to calculate all p values shown throughout the figure. Data was expressed as the means±S.E.M. WT: wild type; NC: RPL23-NC; KD: RPL23-KD; ND, not detectable. *p<0.05; **p<0.01; ***p<0.001.

**Supplementary Fig. S5.** Original Scans of all immunoblots depicted in the individual figures. The individual panels represent the full scans of the membranes cropped according to molecular weight of the target stripes and the marker shown in the individual panels.

**Supplementary Tables and Figures**

**Supplementary Table S1**

**Characteristics of 97 MDS patients for qRT-PCR and IHC analysis**

| Characteristics | Category |
| --- | --- |
| Median age (range) | 55 (18-85） |
| Sex, n (%) |  |
| Male | 55 (57） |
| Female | 42 (43） |
| WHO/FAB classification, n (%) |  |
| RA | 7 (7) |
| RARS | 8 (8) |
| RCMD | 34 (35) |
| RAEB-1 | 22 (23) |
| RAEB-2 | 20 (21) |
| Del(5q) | 6 (6) |
| International prognosis scoring system, n (%) |  |
| Low | 9 (9) |
| Int-1 | 45 (46) |
| Int-2 | 33 (34) |
| High | 10 (10) |

**Supplementary Table S2**

**Primer sets for qRT-PCR**

| Genes | Forward primer | Reverse primer |
| --- | --- | --- |
| β-actin | 5’- AATGTGGCCGAGGACTTTGATTGC -3’ | 5’- AGGATGGCAAGGGACTTCCTGTAA -3’ |
| RPL23 | 5’- GGTGTGAAGGTTGGCCTGAC -3’ | 5’- GGCACCTGGCTGACCATCAA -3’ |
| Miz-1 | 5’- CCGGCCTTTTGGAGATCTGA -3’ | 5’- CAAAGGTGCAGTCACAGAGG -3’ |
| c-Myc | 5’- TCCTCCCCACGGGCCAGCC -3’ | 5’- GGCAGGGGTTTGCCTCTTCT -3’ |
| p15Ink4b | 5’- CCCTGCCACCCTTACCAGA -3’ | 5’- GCAGATACCTCGCAATGTCAC -3’ |
| p21Cip1 | 5’- CCACTTTGCCAGCAGAATAA -3’ | 5’- ACGGGACCGAAGAGACAAC -3’ |
| PIK3CG | 5’- GGCGAAACGCCCATCAAAAA -3’ | 5’- GACTCCCGTGCAGTCATCC -3’ |
| p53 | 5’- CAGCACATGACGGAGGTTGT -3’ | 5’- CATCCAAATACTCCACACGC -3’ |
| HDM2 | 5’- AACACTACTCAAGAGACCCTGG -3’ | 5’- GACGCAAACTGGTATCTTCACA -3’ |

**Supplementary Fig. S1.**

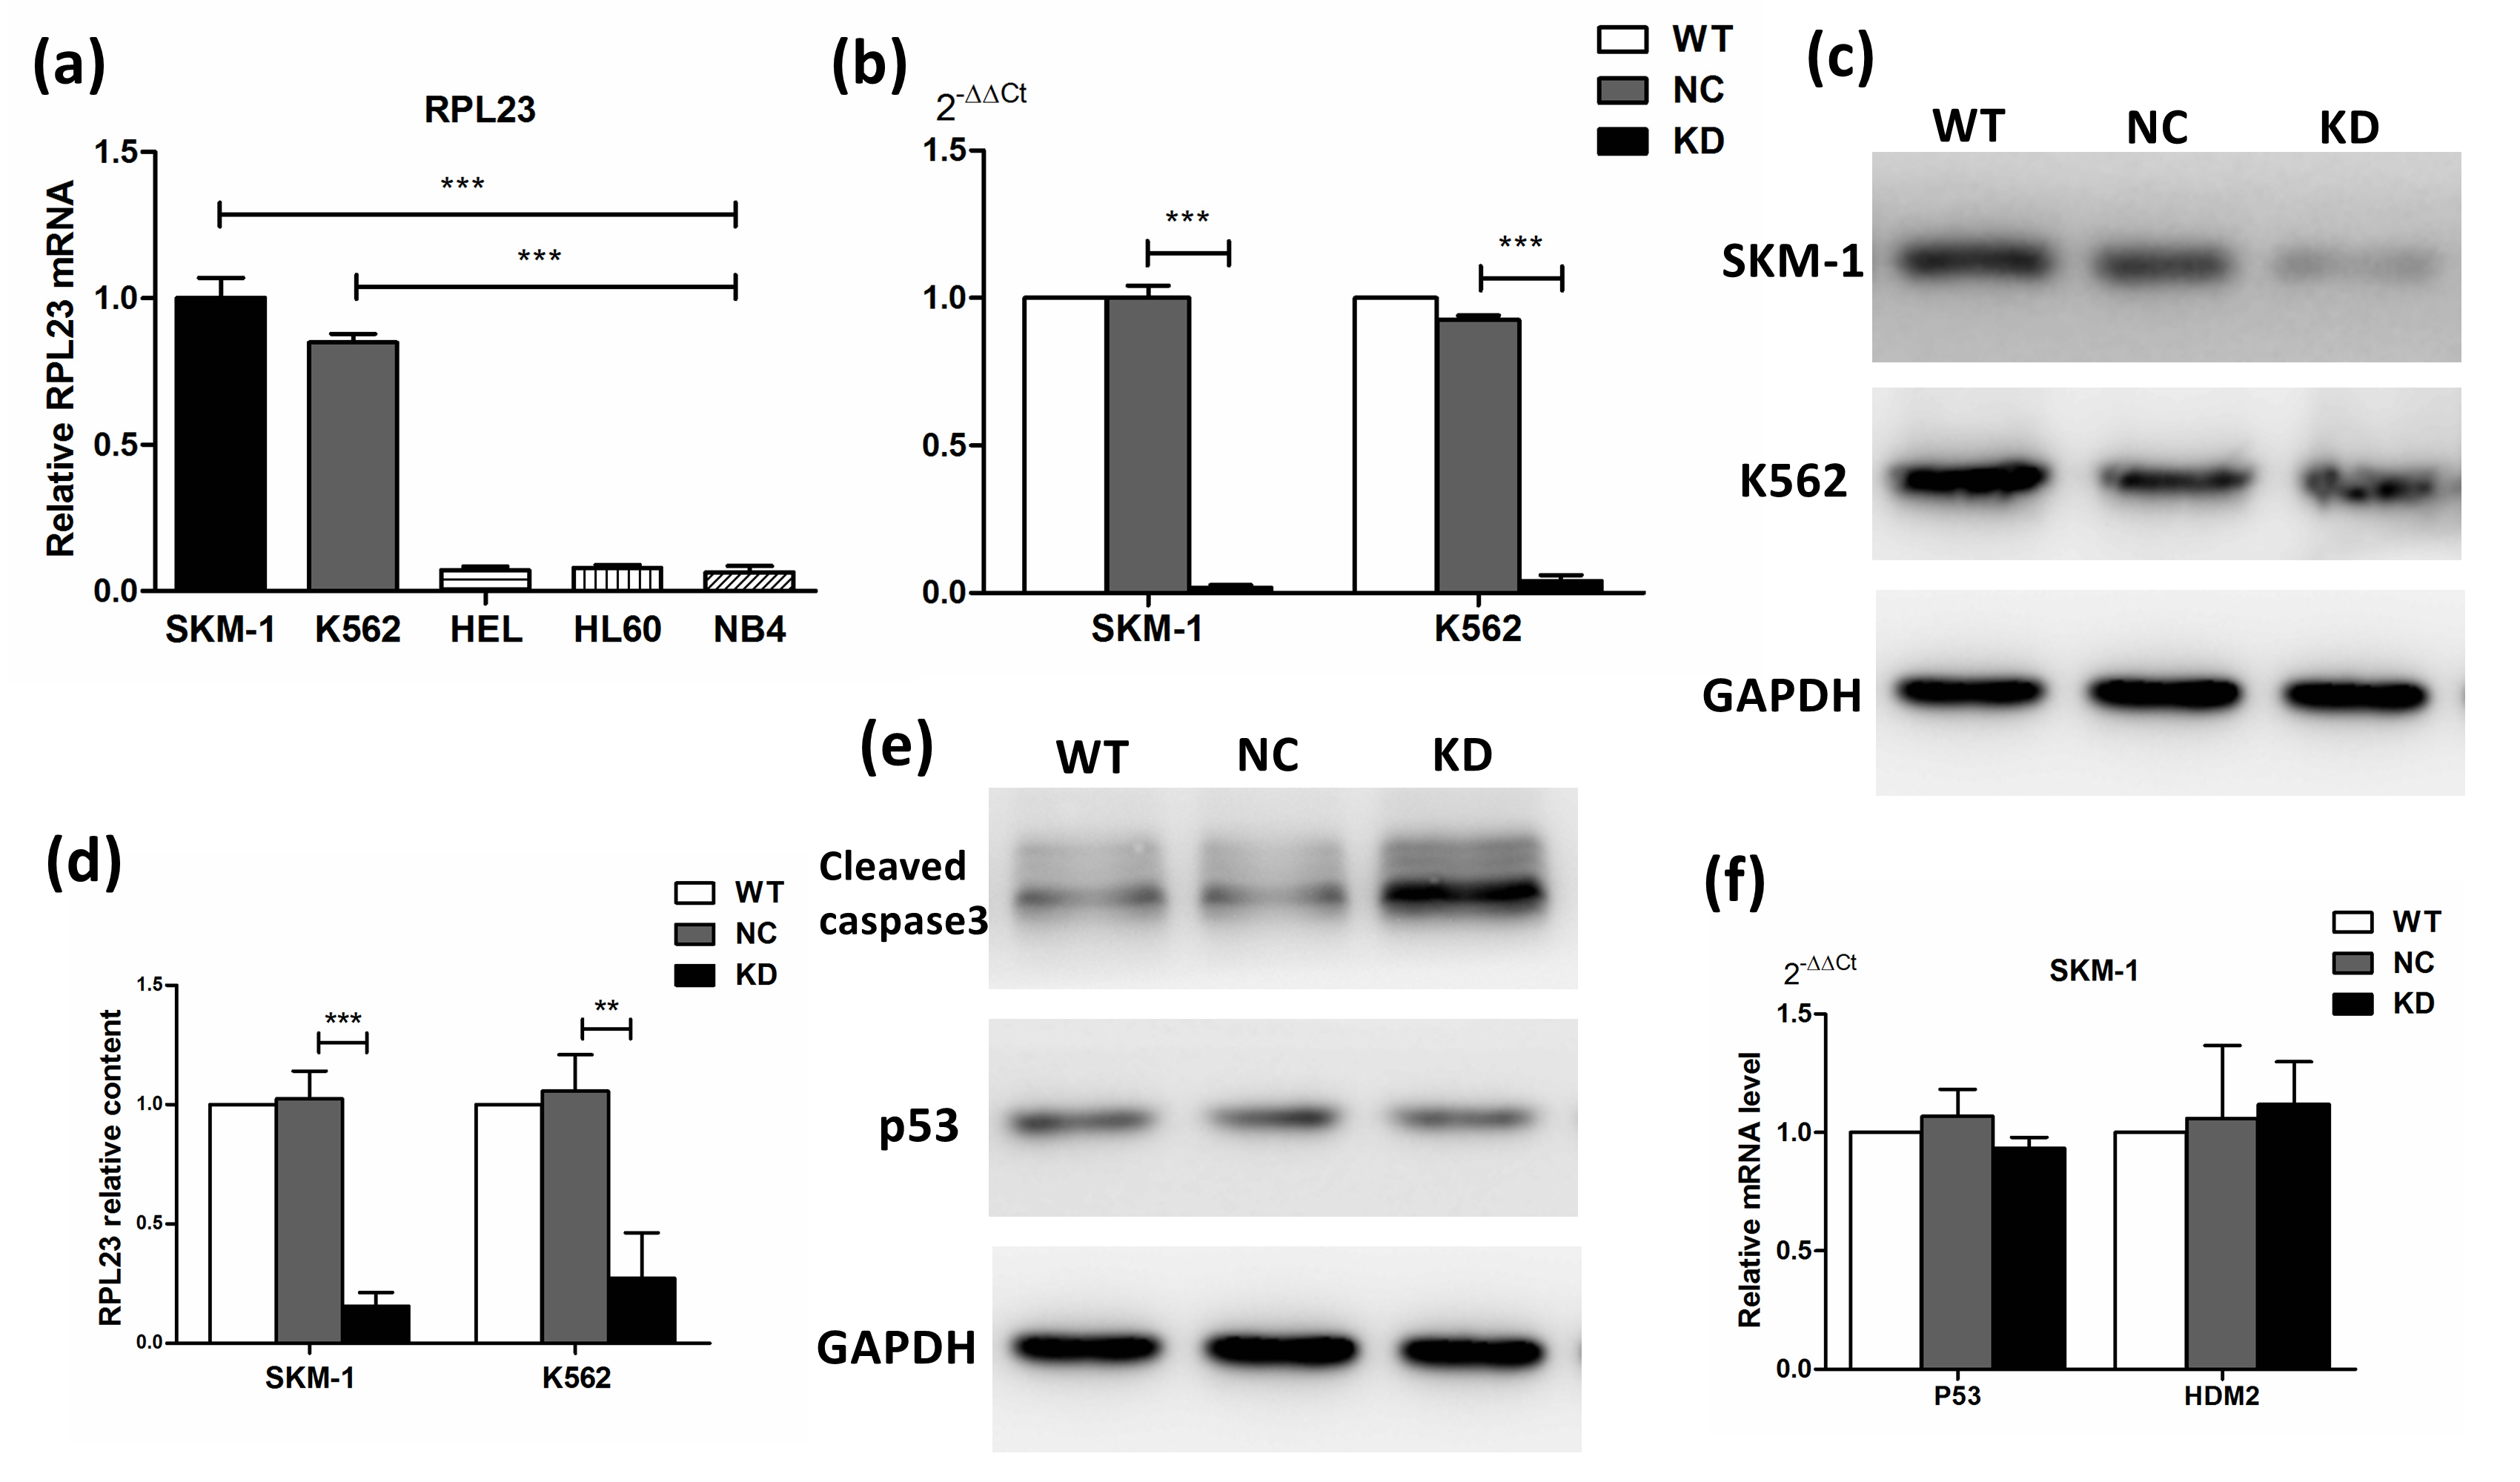

**Supplementary Fig. S2.**

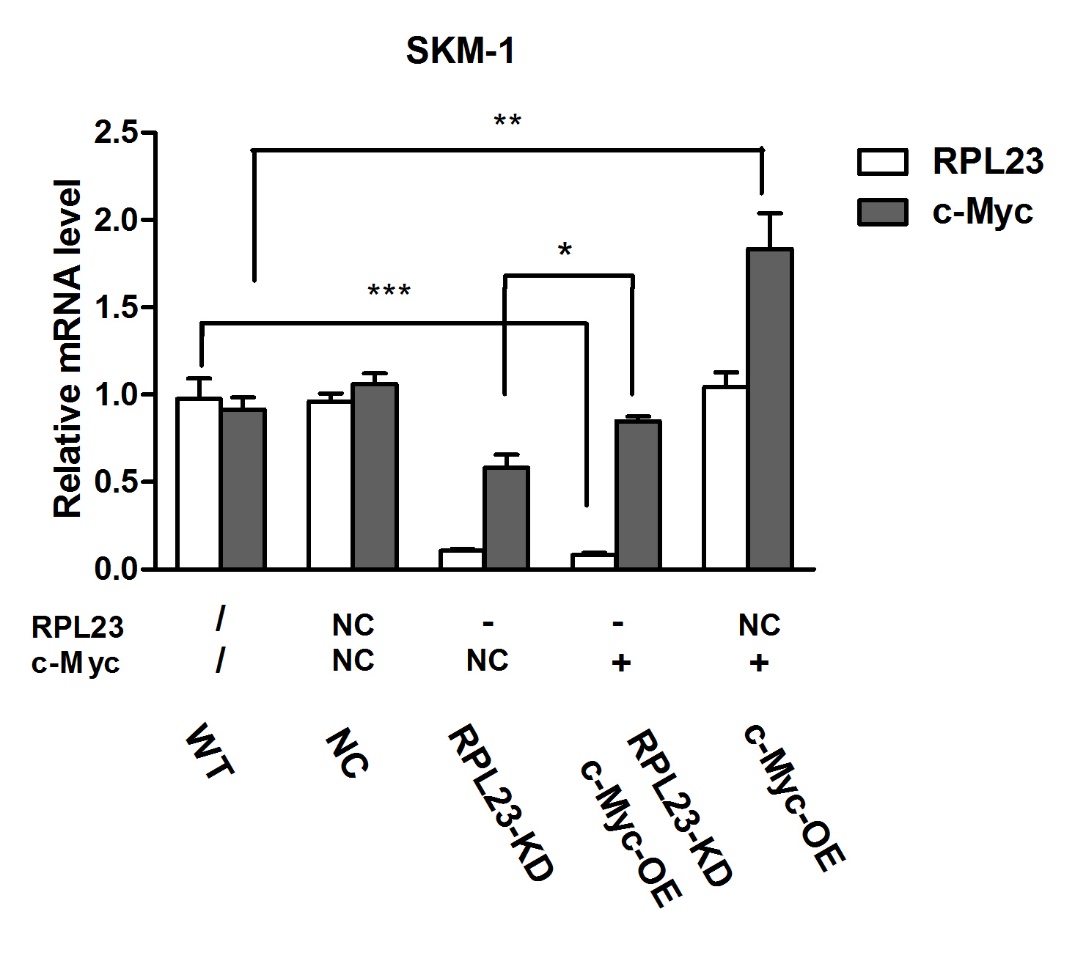

**Supplementary Fig. S3.**

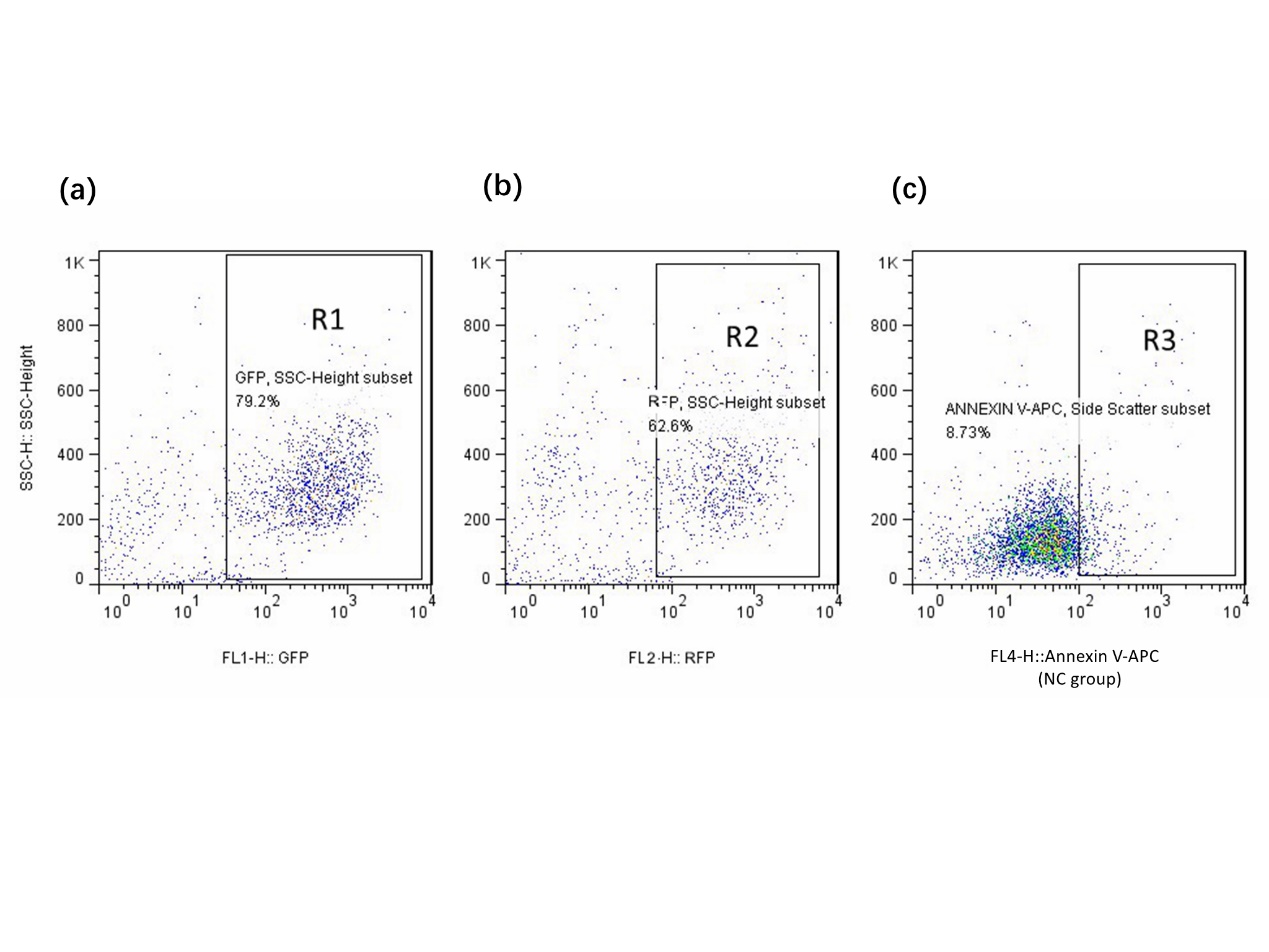

**Supplementary Fig. S4.**

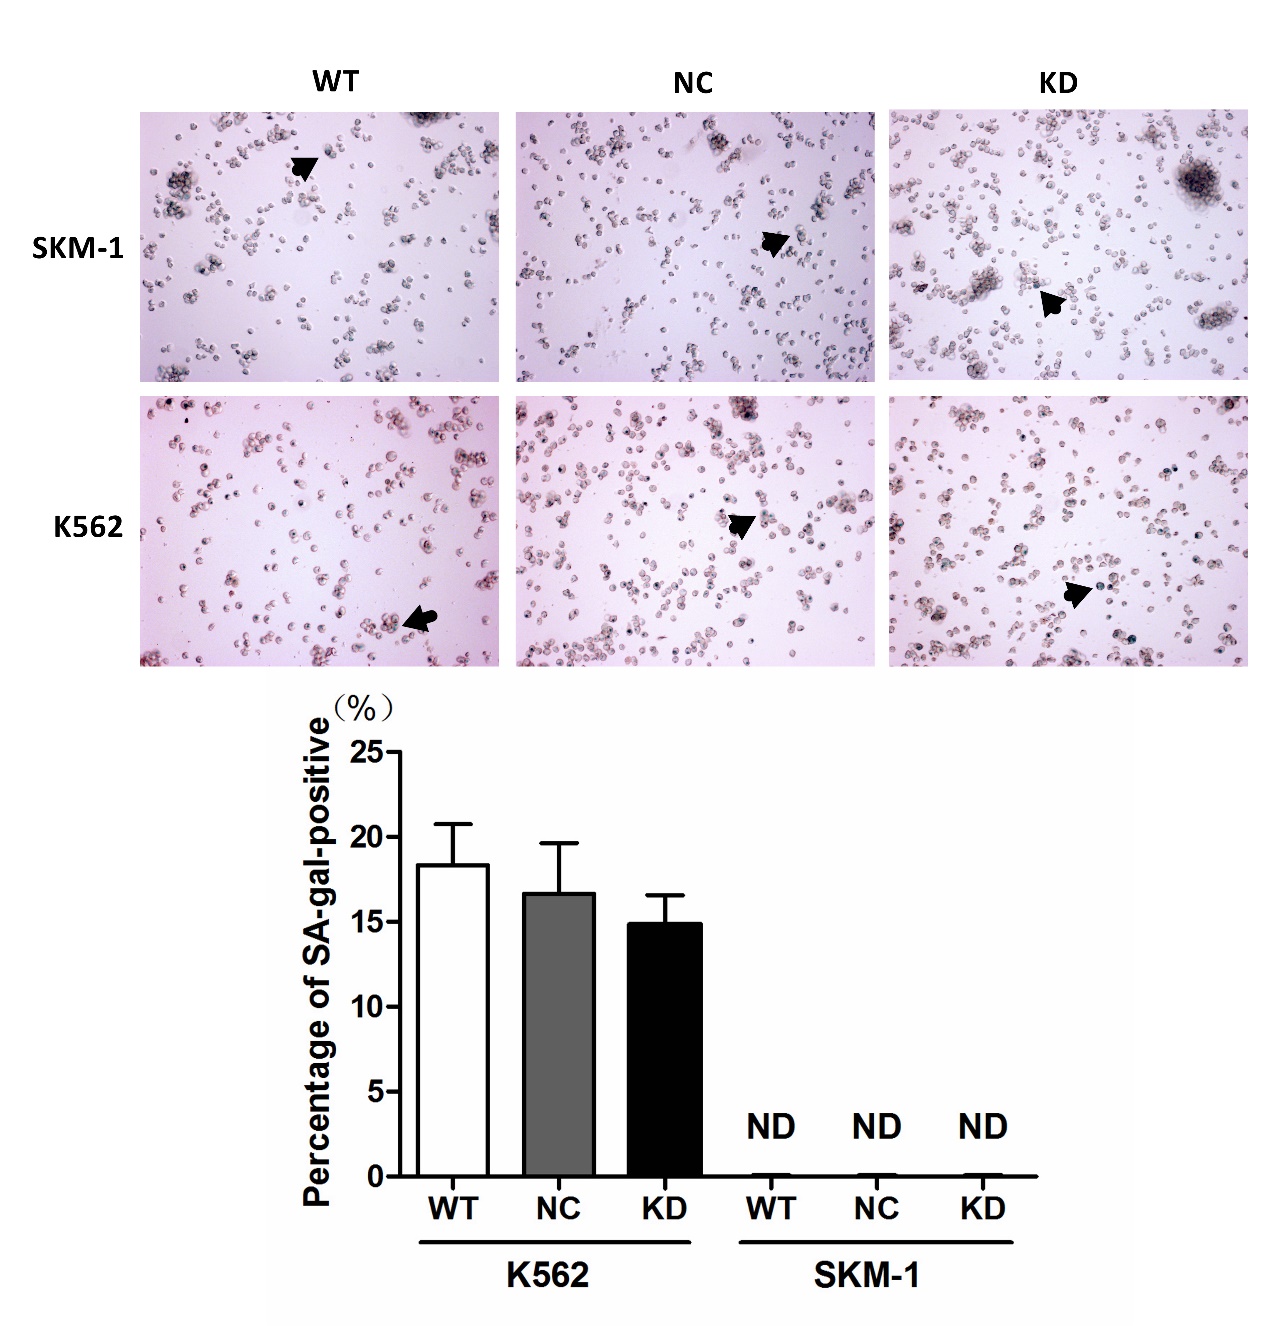

**Supplementary Fig. S5.**

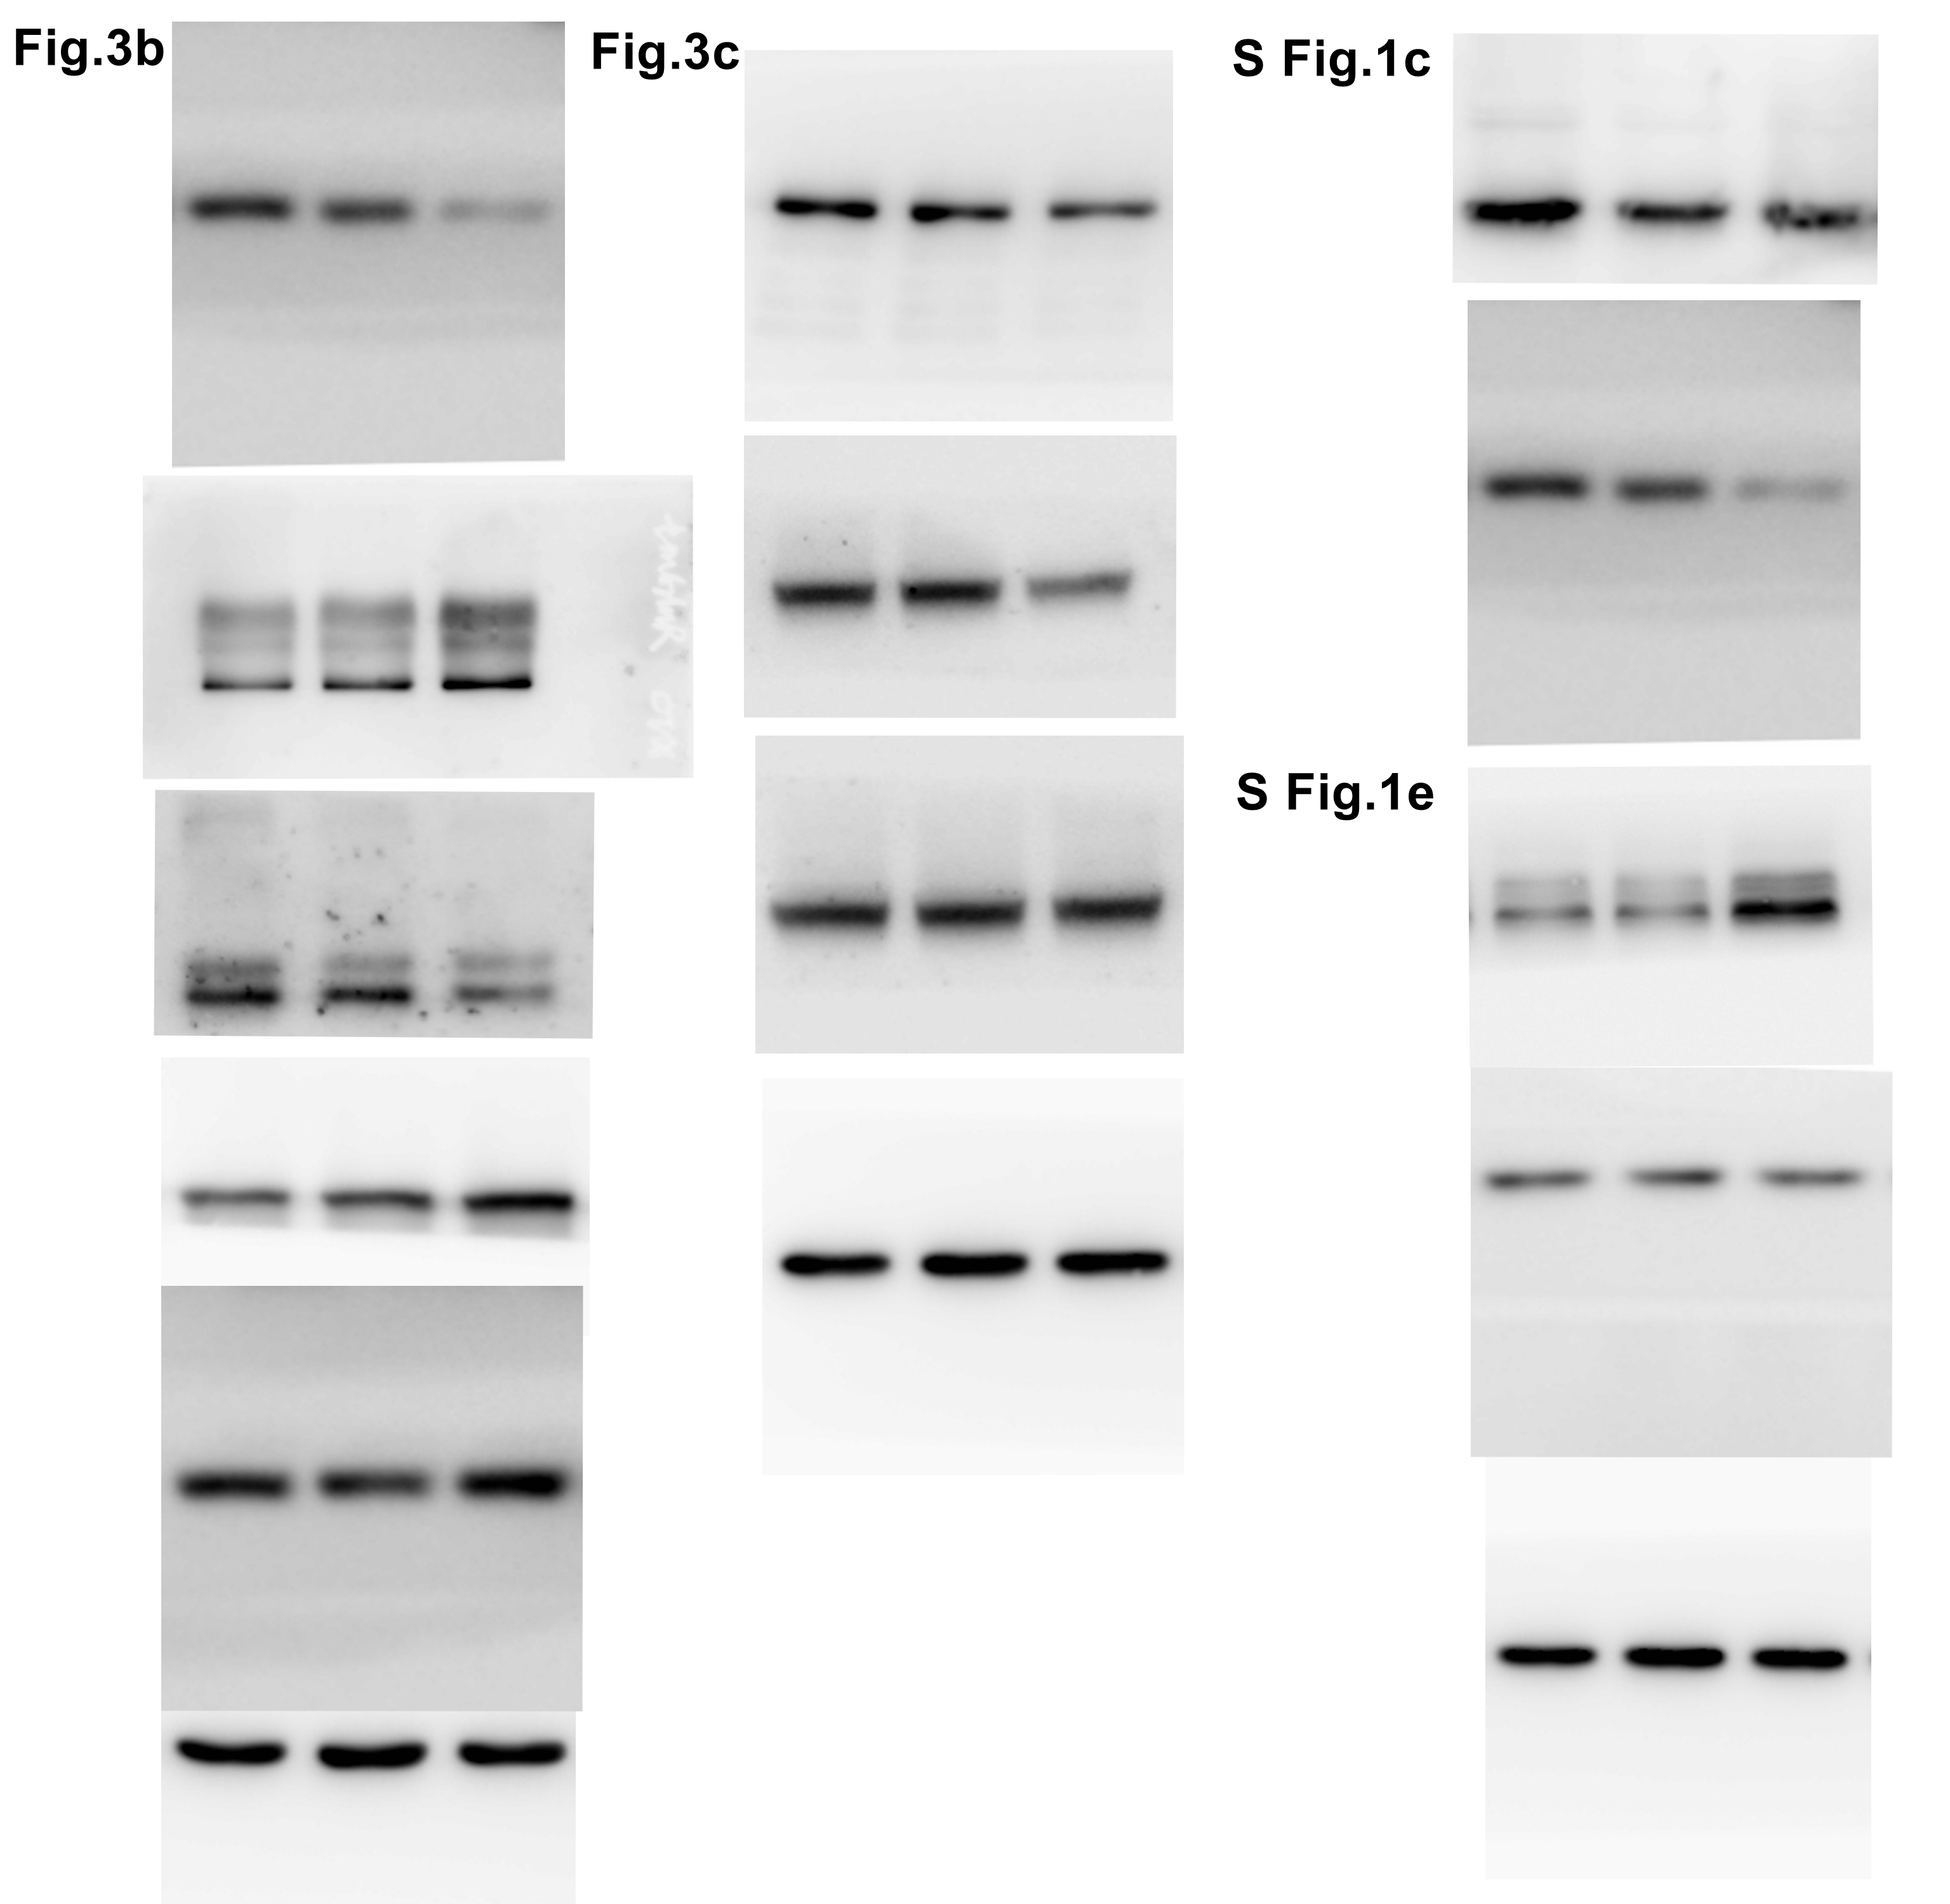

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

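Gene expression was measured in SKM-1 cells, an established human acute myeloid leukaemia line, infected with lentivirus carrying an RPL23 RNAi fragment (KD, 3 samples) or a control sequence (NC, 3 samples) at an MOI of 20 and harvested 3 days after infection. Biotin-labelled cRNA from 500 ng RNA was hybridised to 1 PrimeView array per sample. The authors processed the scanned arrays with RMA, named without a version in the paper and in the submitters' processing notes, and deposited log2 expression values, already background-corrected and normalised between arrays, for 49395 probe sets on 6 arrays. The scanner files were not used here. Every column of the table was assigned to a sample by its label, and each array held values of its own.

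Probe sets were named from the platform's annotation table. Of the 49395 probe sets, 44994 carried 1 gene symbol, 1832 carried several and 2569 were unnamed in the annotation used. Symbols were checked against RefSeq genes of assembly GRCh38.p14 through the Entrez gene number, and 0 needed an update. Some genes named by the paper are not analysed here. Each gene was represented by the probe set with the highest mean over the 6 arrays among probe sets with 1 symbol, which left 18132 genes.

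KD was compared with NC by limma (lmFit and eBayes, version 3.58.1, in R 4.3.3), with no covariate, since the methods name limma. A probe set or gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The methods state a p under 0.05 and do not say whether it was adjusted, while the axis of Fig. 2a names a corrected p. Log2 fold changes are KD minus NC and standard errors are limma's moderated ones. Gene lists (34 lists, written by hand from general knowledge before the data were examined) were tested with camera, a set test in limma that compares the genes of a list with all others, at a preset correlation of 0.01 between genes, and p-values were adjusted over the lists. In no list did a further member pass at an unadjusted p with the same fold change cut-off. Counts adjusted over a list alone could therefore gain no member. The GO and KEGG sets of the paper's enrichment analysis were not used here. Arrays were clustered by 1 − Pearson r with average linkage.

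The genes named in the text were set by a rule fixed before the data were examined: the 12 genes with the largest positive and the 12 with the largest negative log2 fold change among called genes whose 3 KD values did not overlap the 3 NC values, every gene named by the paper, and up to 4 called members of each list with the largest change. Some further members of lists in which 5 or fewer passed, and GFI1, were named after their values were seen.

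On simulated arrays with the means and variances of the 49395 probe sets, limma called 50 of 50 probe sets changed by 2-fold, 50 of 50 changed by 3-fold, 50 of 50 changed by 4-fold and 26 of 50 changed by exactly 1.5-fold, with 2 false calls. With no list changed in simulated data, camera called 0 of 34 lists, and it called only the G2/M list when that one was lowered. The simulated genes were drawn independently of each other, so this does not test camera on correlated genes. In the real G2/M list the estimated correlation was 0.089.

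The alternatives were centring each array on its median, a further quantile normalisation, leaving out the lowest 40% of probe sets by mean, eBayes with trend and robust settings (statmod 1.5.0), an ordinary unpaired t-test, the replicate number as a block, leaving out each array in turn, other thresholds (unadjusted p, no fold change cut-off, a fold change of 2, limma's treat), other ways to represent a gene, and, for the lists, an estimated correlation, fry, and fgsea (version 1.28.0) on the signal-to-noise ratio. The ordinary t-test left out limma's moderation of the variances. The methods name an unpaired t-test done with limma, so it may not be the paper's own test. For arrays, the number of samples limits the precision: with 3 against 3, an exact permutation test cannot give a p under 0.1.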

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

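The test of the share of maturing cells was chosen only after the result was seen. Several gene lists and 6 genes that the paper does not discuss differed between KD and NC cells.

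Some markers of maturing myeloid cells were lower in KD cells. Of 26 granulocyte markers, 6 were lower and 1 higher, with a median log2 fold change of −0.34 (camera, adjusted p = 0.00054, and adjusted p = 0.38 with an estimated correlation), and of 43 monocyte and macrophage markers, 11 were lower and 2 higher, with a median of −0.27 (camera, adjusted p = 0.00028, and adjusted p = 0.12 with an estimated correlation). The same counts were obtained when adjusted over the list alone. Besides CAMP and CYBB, the falls included those of ITGAM, the integrin CD11b (log2 fold change −1.85), BPI, a bactericidal protein of neutrophils (−1.62), AZU1 (−1.33) and DEFA4 (−1.15). A bias that depends on probe brightness is argued against, since none of 10000 random lists of the same size and brightness had a median as low as the −0.29 of the 69 markers together. A smaller share of maturing cells in the KD cultures would by itself lower every marker of those cells. Of the 20 markers past the threshold, 3 were higher (LYZ, log2 fold change 1.59, MS4A7, 1.86, or 0.94 with averaged probe sets, and GFI1, 0.65, or 0.54 and not past the threshold with averaged probe sets). A smaller share would not by itself give these rises, but they do not bear on the falls, for which it stays open. An effect of RPL23 loss on maturation and an effect of the RNAi fragment on other transcripts were not tested and stay open.

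Interferon-stimulated genes were lower as a list: of 53, 8 were lower and 1 was higher, with a median log2 fold change of −0.14 (camera, adjusted p = 0.00079, and adjusted p = 0.38 with an estimated correlation; the same counts adjusted over the list alone). The largest falls were those of IFITM1 (−1.51), MX2 (−1.47, or −0.77 with averaged probe sets), BST2 (−1.28, or −2.04 with its probe set of largest change) and IFI6 (−1.18). Of 29 genes of glycolysis and hypoxia, 5 were lower and none was higher, with a median of −0.18 (camera, adjusted p = 0.00079, and adjusted p = 0.38 with an estimated correlation; the same counts adjusted over the list alone). They included P4HA2, a prolyl hydroxylase of collagen (−1.84), and GPI (−0.86).

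With each gene's brightest probe set, the 6 genes were those with the 3 largest rises and the 3 largest falls outside the genes the paper discusses. TFEC (log2 fold change 2.71), EBF1 (2.47) and CELSR1 (2.28) were higher (1.71, 1.53 and 1.18 with averaged probe sets), and OLFM4 (−3.97), ARG1 (−3.84) and HSPA6 (−3.71) were lower. Each was so in 3 of 3 KD arrays against all 3 NC arrays, which the rule for naming these genes required.

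The lower expression of mitotic genes was also weighed. The median log2 fold change of −0.54 over the 41 G2/M genes lay below all of 10000 random lists of the same size and brightness, of which the lowest 2.5% began at −0.09, so a bias that depends on probe brightness is argued against. The authors' normalisation stays open: the median was −0.52 after centring each array on its median, but this and a further quantile normalisation moved 99% of genes by at most 0.018 and 0.025, too little to test it. A smaller share of dividing cells among KD cells, which the paper measured by flow cytometry as G1 arrest, may account for the fall and was not tested on these arrays.

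With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. The real split gave 2537 probe sets and 1084 genes and was the 1 split with as many, and the other splits gave at most 0 probe sets and 0 genes. It gave 7 gene lists, also in 1 split, while the highest of the other splits gave 4. Every other split mixes KD and NC arrays in each group, so the KD difference widens its replicate spread and leaves little to call. The comparison of probe set and gene counts with those splits therefore says little.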

How the results depend on the processing

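The labels give KD and NC samples the same replicate numbers, but no pairing was established. The deviations of same-numbered arrays from their group means correlated at 0.06, −0.03 and 0.07, not each over 0.1. The NC arrays of replicates 1 and 3 correlated best with the KD array of their own number. The NC array of replicate 2 correlated better with 2 other KD arrays than with its own number. The 3′ minus 5′ difference was higher in replicate 3 of both groups, at 0.813 (NC) and 0.814 (KD) for GAPDH against 0.67 to 0.72 on the other arrays, and at 3.07 in both for ACTB against 2.84 to 2.93. With the replicate number as a block, 2546 probe sets, 1082 genes and 7 lists passed, against 2537, 1084 and 7 without it. Of the genes named by the rule, 93 passed in both. The block changed no call of a named gene or list.

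The count of probe sets was 11594 with no fold change cut-off, 537 at a fold change of at least 2 and 562 with limma's treat against 1.5, since these move the threshold itself. The count of genes was 5558 with no cut-off, 253 at a fold change of at least 2, 354 with treat and 699 with the mean of all probe sets, and the cause of the last was not tested. It was 1577 with the probe set of largest change, which selects for change. Under the other settings the counts stayed within 1.5 times the main ones. The ordinary unpaired t-test gave 2233 probe sets and 1035 genes (at its unadjusted p, 1077 probe sets higher and 1433 lower, and 448 genes higher and 626 lower). Leaving out 1 array gave 2498 to 2651 probe sets, 1066 to 1125 genes, 7 to 8 lists and 88 to 93 of the 93 called genes named by the rule. No rescaling moved the share of higher calls by over 10 percentage points: 42.9% of called probe sets were higher, and 47.2% after median-centring. The rescalings moved 99% of genes by at most 0.018 and 0.025 on the log2 scale, so this is a weak test of the normalisation. Every array fell in its own group in all 4 clusterings, of which the one over called probe sets could not come out otherwise.

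With the mean of all probe sets, 20 of the genes named by the rule lost their call, and so did the later-named ATG14, GFI1, MXD4 and PIK3IP1. At most 5 of all these genes lost it with the rescalings, the filter on dim probe sets, the probe set of largest change, the other variance settings, the t-test, the block or 1 array left out. Other thresholds were applied to the counts only. CDKN2B, which passed in none, changed sign with the mean of its probe sets (−0.076), with the probe set of largest change (−0.28) and without 1 array (−0.061 to 0.096), MDM2 without 1 array (−0.12 to 0.013) and GAPDH without 1 array (−0.025 to 0.046), all under the cut-off.

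No list passed (0 of 34) in camera with an estimated correlation (3 lists at an unadjusted p; adjusted p 0.12 for G2/M, 0.42 for G1/S and DNA replication, 0.55 for ribosome biogenesis), 9 passed with camera's trend setting and 10 with fgsea over all genes, and 18 passed with fry's directional test and 34 with its mixed test (2.5e-06 for the apoptosis list, 8.4e-08 for pathways in cancer, 3.3e-07 for transcription factors), neither of which compares a list with other genes. With fgsea over the called genes alone 1 list passed, G2/M, while ribosome biogenesis (0.66) and G1/S (0.66) did not. Lists without a call changed direction, at adjusted p-values of 0.84, 0.077, 0.38, 0.42 and 0.86 to 0.99 (death receptors: averaged probe sets, fry, fgsea over all and over called genes, without 1 array), 0.92 for small subunit proteins and caspases and 0.99 for stem and progenitor markers (probe set of largest change), 0.77 to 1.00 for lymphocyte markers, 0.83 to 0.97 for growth factor signalling inhibitors and 0.83 to 0.99 for erythroid markers (without 1 array), 0.52 and 0.61 for growth factor signalling inhibitors (fry, fgsea over all genes), 0.76 for PI3K/AKT signalling (fgsea over all genes), and, with fgsea over called genes, 0.66 for PI3K/AKT, the pro-apoptotic BCL2 family, oxidative phosphorylation, autophagy and transcription factors and 0.79 for genes repressed by Myc with Miz-1; the cause was not tested. For camera the robust variance setting was not run, only the trend. Dim probe sets near the background level of 3.25 to 3.36 limit what can be said of CDKN2B.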

Differences from the paper's values

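The paper gives 753 differentially expressed genes, 305 higher and 448 lower, at a fold change of 1.5 and a p under 0.05, and the legend of Fig. 2b gives the same numbers as probes. At these thresholds with an adjusted p, 2537 probe sets passed here, 1088 higher and 1449 lower. Of the 16 alternatives set before the data were examined, a fold change of at least 2 (537 in all, 341 lower) and limma's treat (562 in all, 212 higher, 350 lower) came within 1.5 times the paper's counts, apart from the 196 higher at a fold change of 2, and the other 14 did not. Counted over genes, the unit of the paper's text, 1084 passed, 454 higher and 630 lower, each within 1.5 times the paper's number. This held for the total and the lower genes in 14 of 18 alternatives and for the higher genes in 11. The higher genes went beyond it after median-centring (498), without NC replicate 1 (505) or KD replicate 3 (490), with the probe set of largest change (675) and with no cut-off (2708), and fell short of it at a fold change of 2 (85) and with treat (131). With the mean of all probe sets 699 passed.

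For Miz-1 (ZBTB17) the paper gives a fold change of 6.53 and the value here was 1.21. For CDKN1A the paper gives 2.98 and the value here was −1.15, that is, lower in KD cells. For CDKN2B the paper gives 2.57 and the value here was 1.02. For c-Myc the paper gives −9.81 and the value here was −1.11. For PIK3CG the paper gives −13.07 and the value here was −2.50, in the same direction. None of the alternatives set before the data were examined brought any of these 5 values within the replicate spread of the paper's.

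The paper places Miz-1, CDKN1A, CDKN2B and c-Myc among its differentially expressed genes, and none passed the threshold here. In the paper's qRT-PCR of RPL23-KD SKM-1 cells, a separate measurement, Miz-1, CDKN1A and CDKN2B were higher and c-Myc was lower. With no fold change cut-off, ZBTB17 (adjusted p = 0.016 from limma) passed as higher and CDKN1A (adjusted p = 0.037 from limma) as lower, and MYC had an adjusted p of 0.0060 with limma's trend and robust settings at 1.11-fold. With the probe set of largest change, which lay under the background level, CDKN2B was lower (−0.28, adjusted p = 0.029 from limma). None of the 4 reached a fold change of 1.5 under any alternative. Fig. 2e shows TRAF3 and PPP3CB as higher in KD cells. The log2 fold change of TRAF3 was −0.28, and its other probe sets gave −0.12 and −0.38. PPP3CB passed with the probe set of largest change (1.13) and not with its brightest (0.02). BCL2, CDK6, PPARG, MMP2 and TNFRSF10D were higher and PIK3CG and FZD7 lower, as in Fig. 2d and 2e, and FAS, higher there, passed with the probe set of largest change or the mean of its probe sets. The paper reports its KEGG apoptosis and cancer pathway sets as enriched in KD cells, with positive scores. At an adjusted p under 0.05, the hand-written lists of the same themes did not pass in camera (adjusted p = 0.52 and 0.55). Nor did they with fgsea over all genes (adjusted p = 0.40 and 0.36), whose scores were negative (−1.07 and −1.10). At that threshold they passed only fry's mixed test. The paper's FDR cut-off was looser, and its own apoptosis set would not pass 0.05. Fry's directional test, which does not compare a list with other genes, gave 0.070 and 0.085, both downwards, under the paper's cut-off.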

Other observations

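The 4 tests of the fold changes of Miz-1, CDKN1A, CDKN2B and c-Myc were chosen only after the result was seen.

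Some stress-response genes changed in KD cells. Of 40 genes of the integrated stress and unfolded protein response, 3 were higher and 1 lower (median log2 fold change 0.05; camera, adjusted p = 0.086). The list passed upwards with fgsea over all genes (adjusted p = 0.016) and with fry's directional test (0.00029), and was at 0.38 with an estimated correlation and at 0.42, the highest, with fgsea over the called genes. DDIT3, the transcription factor CHOP, was 2.59-fold higher (log2 value 8.26 ± 0.035 against 6.89 ± 0.0084, SD, n = 3 each, adjusted p = 1.2e-06 from limma), with CALR at 0.59 and PHGDH at −0.60, of which CALR lost its call without NC replicate 2 (0.58), KD replicate 2 (0.57) or KD replicate 3 (0.58), and PHGDH without NC replicate 1 (−0.56) and with median-centred arrays (−0.58). Of 20 heat shock chaperones, 4 were lower and none was higher (median −0.13; camera, adjusted p = 0.086), among them DNAJB4 (−0.71, or −0.46 and not past the threshold with averaged probe sets), BAG3 (−0.71) and HSPA1B (−0.62, or −0.57 and not past the threshold without KD replicate 1), beside HSPA6. This list passed with averaged probe sets (adjusted p = 0.0031), with the probe set of largest change (0.0023), with eBayes trend (0.030), with fry's directional test (0.0014) and without KD replicate 2 (0.038), and was at 0.40 with fgsea over all genes, at 0.66 over the called genes and at 0.55 with an estimated correlation. Of 43 genes of autophagy and the lysosome, GABARAPL1 (1.12), SQSTM1 (0.76, or 1.51 with its probe set of largest change) and ATG14 were higher, and GLA (−0.63) and NPC2 (−0.95) lower (camera, adjusted p = 0.81), of which GABARAPL1, ATG14, GLA and NPC2 did not pass with averaged probe sets (0.33, 0.42, −0.48 and −0.50), nor ATG14 without NC replicate 2 (0.57) or KD replicate 2 (0.58).

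Of 31 NF-kappaB targets, 4 were higher and 5 lower (median log2 fold change −0.07; camera, adjusted p = 0.50): CXCL3 (1.36) and CXCL1 (1.13, or 0.69 with averaged probe sets) were higher, while CCL5 (−1.04) and CCL2 (−1.01) were lower. MDM2, which the paper calls HDM2 and measured by qRT-PCR in RPL23-KD SKM-1 cells, had a log2 fold change of −0.05 with its brightest probe set (standard error 0.075, adjusted p = 0.66 from limma). Of 29 stem and progenitor markers LMO2 alone passed, and of 14 erythroid markers none did by limma, and 0 at an unadjusted p with the same fold change cut-off (camera, adjusted p = 0.69 and 0.91). The erythroid list passed upwards with fgsea over all genes (adjusted p = 0.024), and was at 0.59 to 0.99 with the other alternatives apart from fry's mixed test.

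The fold changes of Miz-1, CDKN1A, CDKN2B and c-Myc lay near 1 on these arrays. The 6 probe sets of Miz-1 and CDKN1A gave log2 fold changes of at most 0.27. The choice of probe set is argued against for CDKN1A, whose second probe set was at 7.69 in NC cells. For Miz-1 it is argued against less firmly. Its other 3 probe sets lay above the background level but were dim, at 4.89 to 5.29 in NC cells against 8.34 for the brightest. The choice stays open for CDKN2B, which had 0 other probe sets above the background level, while c-Myc had 1 probe set and so no choice. A c-Myc probe set so saturated that no fall could be seen is argued against. Of the 636 probe sets at least as bright in NC cells, 4.25% were lower in KD cells past the threshold. Their largest fall was 1.28 on the log2 scale, so a compression of larger falls at that brightness stays open. The largest 3 of the fold changes that the paper prints (6.53 for Miz-1, −9.81 for c-Myc and −13.07 for PIK3CG) each equalled, to 2 decimals, the fold change of 1 probe set of another gene here, those of the probe sets used here for TFEC and HSPA6 and of the second, dimmer probe set of OLFM4 (log2 fold change −3.29, against −3.97 for its brightest), whereas random values within 20% of them matched 0.0283 times on average and all 3 matched in 0 of 10000 draws. The value printed for CDKN1A equalled that of 1 other probe set (TXNIP), and the value for CDKN2B those of 3 (BCL2, MTCL3 and TENT5C). These 2 values were not set against random ones. A candidate explanation, as a hypothesis, is that the largest 3 printed values belong to other probe sets of the same comparison. The paper's qRT-PCR and western blots are separate measurements on which this has no bearing.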
